# Pseudouridine guides germline small RNA transport and epigenetic inheritance

**DOI:** 10.1038/s41594-024-01392-6

**Published:** 2024-09-06

**Authors:** Rowan P. Herridge, Jakub Dolata, Valentina Migliori, Cristiane de Santis Alves, Filipe Borges, Andrea J. Schorn, Frédéric van Ex, Ann Lin, Mateusz Bajczyk, Jean-Sebastien Parent, Tommaso Leonardi, Alan Hendrick, Tony Kouzarides, Robert A. Martienssen

**Keywords:** Dosage compensation, RNAi

## Abstract

Developmental epigenetic modifications in plants and animals are mostly reset during gamete formation but some are inherited from the germline. Small RNAs guide these epigenetic modifications but how inherited small RNAs are distinguished in plants and animals is unknown. Pseudouridine (Ψ) is the most abundant RNA modification but has not been explored in small RNAs. Here, we develop assays to detect Ψ in short RNA sequences, demonstrating its presence in mouse and *Arabidopsis* microRNAs. Germline small RNAs, namely epigenetically activated small interfering RNAs (easiRNAs) in *Arabidopsis* pollen and Piwi-interacting RNAs in mouse testes, are enriched for Ψ. In pollen, pseudouridylated easiRNAs are transported to sperm cells from the vegetative nucleus, and *PAUSED/HEN5 (PSD)*, the plant homolog of Exportin-t, interacts genetically with Ψ and is required for this transport. We further show that Exportin-t is required for the triploid block: small RNA dosage-dependent seed lethality that is epigenetically inherited from pollen. Thus, Ψ has a conserved role in marking inherited small RNAs in the germline.

## Abstract (web summary)

Germline small RNAs in plants and mammals are marked by pseudouridine. In plants, Exportin-t is required for pseudouridylation, transport and localization of small RNAs in pollen, as well as for epigenetic inheritance in the form the triploid block.

## Main

During gamete formation, epigenetic marks such as histone modification and DNA methylation that accumulate during development are typically reset; however, a subset of these marks, including those marking imprinted genes, are inherited intergenerationally^1^. Unique species of small RNAs are abundant in plant and animal gametes, many of which are cell type specific, and some of which are also inherited by the next generation^2,3^. In the case of *Caenorhabditis* *elegans*, precursors of these intergenerational small RNAs are distinguished by poly(U-G) tails^4^, while the mechanism for small RNA inheritance in plants and in other animals is yet to be elucidated. In the mammalian germline, spermatids accumulate 26–28-nt Piwi-interacting RNAs (piRNAs) that silence transposable elements (TEs), while spermatocytes accumulate 29–30-nt piRNAs that also target genes^5^. In plants, the male germline terminates in mature pollen, which contains two cell types: the pollen grain (or vegetative cell) and two sperm cells enclosed within its cytoplasm. Plants do not have piRNAs; instead, 21–22-nt epigenetically activated small interfering RNAs (easiRNAs) are produced from TEs in the vegetative nucleus (VN) and translocated to the sperm cells^6–8^. Furthermore, 24-nt small interfering RNAs (siRNAs) from some DNA transposons are translocated into developing meiocytes in the anther from the surrounding layer of somatic cells (the tapetum)^7^. Both types of germline small RNA are produced by the plant-specific RNA polymerase, Pol IV (refs. ^7,9,10^) and mediate epigenetic inheritance after fertilization^9,11^. In maize, 21-nt and 24-nt phased secondary siRNAs (phasiRNAs) are also transported from epidermal and tapetal cells into meiocytes, demonstrating that these mechanisms may be conserved^12^. Both microRNAs (miRNAs) and siRNAs in plants are modified by 2′-*O*-methylation, while only piRNAs have this modification in animals^13^.

## Results

### Detecting pseudouridine (Ψ) in miRNAs and their precursors

We set out to determine whether Ψ was present in small RNAs (Fig. 1). Ψ is the most common noncanonical base in RNA but has not been explored in small RNAs because of difficulties in detection. High-throughput techniques to detect pseudouridylation in longer RNAs specifically label Ψ with *N*-cyclohexyl-*N*′-(2-morpholinoethyl)-carbodiimide-metho-*p*-toluenesulfonate (CMC) to block reverse transcriptase (RTase) during RNA sequencing (RNA-seq) library preparation^14–17^. However, in the case of small RNA, RTase blocks would result in truncated sequences too short to map back to the genome. More recently, anti-Ψ antibody binding^18^ and bisulfite treatment at neutral pH to introduce mismatches^19^ have been used to achieved similar results. In mouse, long primary miRNA precursor transcripts (pri-miRNAs) have been shown to contain Ψ^20,21^; thus, we initially tested for the presence of Ψ in small RNAs from mouse NIH/3T3 cells. Following immunoprecipitation (IP) with a Ψ-specific antibody, we could robustly detect Ψ using a combination of mass spectrometry (MS) (Extended Data Fig. 1a) and dot blots (Extended Data Fig. 1b) using in vitro synthesized pseudouridylated transcripts as a positive control. Using this antibody, we then performed Ψ-IP and small RNA-seq from NIH/3T3 cells before and after knockdown of the gene encoding Ψ synthase, *PUS1* (Extended Data Fig. 1c–e and Supplementary Table 1). We detected Ψ in several miRNAs (Extended Data Fig. 1c), including members of the let-7 family, further validated by qPCR (Extended Data Fig. 1d). However, let-7 was unaffected by *PUS1* knockdown, consistent with its interaction with dyskerin (DKC1) and TruB1 instead^20,21^. Nevertheless, four other pseudouridylated miRNAs were strongly impacted by the *PUS1* knockdown (Extended Data Fig. 1e and Supplementary Table 1).

**Fig. 1:**
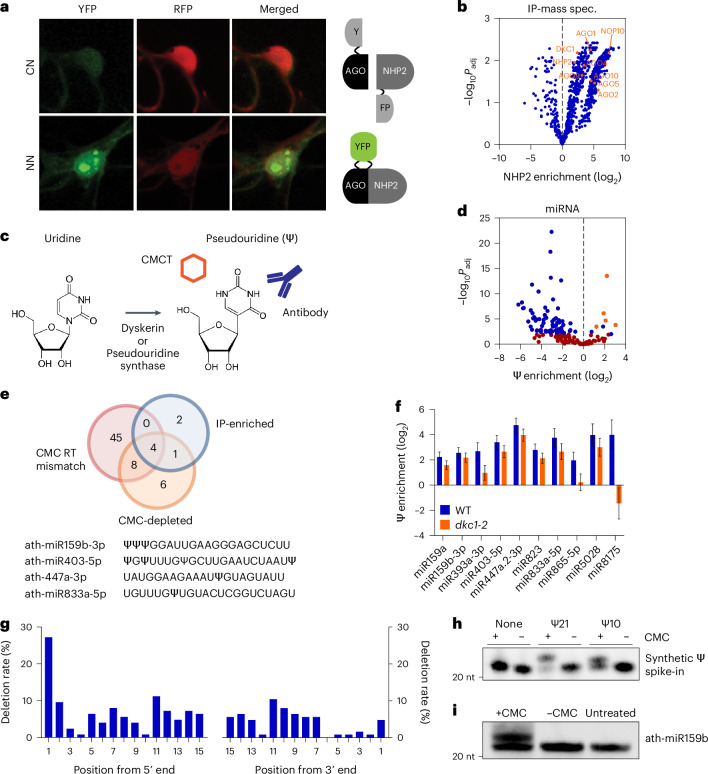
microRNAs are pseudouridylated in plants and mammals. **a**, BiFC confirming interaction of AGO3 with the DSKC1 cofactor NHP2 in *Arabidopsis* (Methods). Split yellow fluorescence protein (YFP) was fused to the C and N termini or both N termini of AGO3 and NHP2. Reconstituted YFP signifies interaction. p35S::RFP (red fluorescence protein) acted as a transformation control. **b**, Volcano plot showing proteins copurified with GFP-tagged NHP2 compared to IP performed in WT plants. NHP and AGO family proteins are depicted in orange (*n* = 3 biological replicates; statistical significance was calculated using edgeR (Methods); *P* value was adjusted by Benjamini–Hochberg correction). **c**, Structure of uridine and Ψ, enzymes involved in catalysis and methods of detection with specific antibodies and chemical modification with CMC (Methods and Extended Data Fig. 2). **d**, Volcano plot of miRNAs enriched by Ψ-IP compared to unbound fractions from *Arabidopsis* flower buds. Blue dots, significantly enriched or unbound miRNAs (adjusted *P* < 0.01); orange, both Ψ-IP enriched and depleted from libraries following CMC treatment (adjusted *P* < 0.01); dark red, not significant. Statistical significance was calculated using DESeq2; P value was adjusted by Benjamini and Hochberg method (*n* = 5 biological replicates). **e**, Venn diagram showing overlap of miRNAs detected in flower buds by each technique. Predicted Ψ sites in miRNAs detected by all three techniques. **f**, miRNAs enriched by Ψ-IP in WT and *dkc1* mutants in *Arabidopsis* leaves. Error bars indicate the s.e.m. of log_2_(fold change) estimated by DESeq2; *n* = 3 WT and n = 4 *dkc1* biological replicates. **g**, Metaplot of modification frequency of miRNAs at each site based on proximity to the 5′ or 3′ end determined by CMC/Mn^2+^ sequencing. **h**, Northern blots of three synthetic 21-mer oligoribonucleotides (sequence: UGACACAGGACUACGGACGUAU) either unpseudouridylated or pseudouridylated at position 10 or 21, treated (+) or mock-treated (−) with CMC and probed with a matching DIG-labeled probe (representative image of three independent experiments). **i**, Flower bud small RNA treated (+), mock-treated (−) or untreated (no mock treatment) with CMC and probed with miR159b to reveal mobility shifts (representative image of four independent experiments). Source data

In search of factors that might modify small RNAs in plants, we performed a yeast two-hybrid screen for interactors of *Arabidopsis* ARGONAUTE 3 (AGO3) using a complementary DNA (cDNA) library of transcripts from *Arabidopsis* flowers^22^. The screen (Methods) identified a potential interactor of AGO3, namely H/ACA RIBONUCLEOPROTEIN COMPLEX SUBUNIT 2/NON-HISTONE PROTEIN2 (NHP2), and we confirmed the interaction by bimolecular fluorescence complementation (BiFC) in phase-separated nucleolar bodies (Fig. 1a). NHP2 has a key role in RNA pseudouridylation by the Ψ synthase DKC1, often though not always through small nucleolar RNA (snoRNA) guides^23–25^. NHP2 was also in close proximity with other AGO proteins, notably AGO4, which has been found in nucleolar bodies and in related Cajal bodies (Extended Data Fig. 1f)^26^. IP of green fluorescent protein (GFP)-tagged NHP2 followed by MS revealed interactions with other subunits of the DKC1 complex (NOP10), as well as components of the RNA interference machinery, including AGO1, AGO2, AGO4, AGO5, AGO9 and AGO10 (Fig. 1b and Supplementary Table 2). IP of GFP-tagged NHP2 followed by RNA-seq revealed snoRNAs, small nuclear RNAs (snRNAs) and several pri-miRNAs that coimmunoprecipitated with NHP2 either directly or as part of a larger complex (Supplementary Table 3 and Extended Data Fig. 1g). To determine whether pri-miRNAs are pseudouridylated in plants, as they are in animals, we then performed Ψ-IP and sequencing on mRNAs from *Arabidopsis* flower buds (collectively called the inflorescence). Several pri-miRNA transcripts were enriched and there was a tendency for those enriched by IP with GFP-tagged NHP2 to also be enriched by Ψ-IP (*P* < 0.01, determined by analysis of variance (ANOVA)) (Extended Data Fig. 1h and Supplementary Table 4).

### Mapping Ψ in miRNAs

Encouraged by these results, we tested three approaches to detect Ψ directly in small RNAs in *Arabidopsis* (Methods, Fig. 1c and Extended Data Fig. 2a): (1) Ψ-IP followed by small RNA-seq; (2) CMC treatment of small RNA libraries following 5ʹ-adapter ligation to block RTase and deplete small RNAs that contain Ψ; and (iii) reverse transcription (RT) of CMC-treated small RNAs in the presence of Mn^2+^, which causes deletions and mutations at Ψ residues instead of an RT stop^27^. To determine the efficacy of these techniques, we examined coverage at known pseudouridylation sites in ribosomal RNA (rRNA) and transfer RNA (tRNA). Ψ at UNΨAR motifs is directed by PUS7 and was detected by CMC depletion in the wild type (WT) but not in *pus7* mutants (Extended Data Fig. 2b,c). Ψ at position 55 in tRNA depends on PUS10 (Extended Data Fig. 2b). tRNA fragments containing Ψ-55 were IP enriched and CMC depleted, contained mismatches in CMC/Mn^2+^-treated libraries and were ablated in *pus10* mutants (Extended Data Fig. 2b,d,e). Predicted sites of rRNA pseudouridylation were also enriched by Ψ-IP, depleted by CMC treatment and mismatched in CMC/Mn^2+^ libraries (Extended Data Fig. 2f–i). Thus, all three methods robustly detected Ψ in small RNA fragments derived from tRNA and rRNA.

We then applied our assays to detect Ψ in mature small RNAs from *Arabidopsis* inflorescence and detected more than 50 pseudouridylated mature miRNAs (Fig. 1g), of which four (miR159b-3p, miR403-5p, miR447a-3p and miR833a-5p) were detected using all three assays (Fig. 1d,e and Supplementary Tables 5–7). The *pus7* and *pus10* mutants had no detectable effect on Ψ-IP enrichment or CMC depletion of miRNA but we expected that DKC1 might be responsible, given the enrichment for pri-miRNA in pulldowns with the DKC1 cofactor NHP2 (Extended Data Fig. 1b). As mutants of NHP2 and other members of the DKC complex are lethal^28^, we rescued *dkc1-*knockout mutations with an embryo-specific DKC1 cassette (Extended Data Fig. 3a), which restored about 10% of WT *DKC1* expression in the leaves (Extended Data Fig. 3b) and allowed seeds to germinate into viable but infertile plants (Extended Data Fig. 3c). Several miRNAs were significantly enriched by Ψ-IP in WT leaves (Fig. 1f), of which 3/10 required DKC1 for pseudouridylation (Fig. 1i). We conclude that, just as some miRNAs are pseudouridylated by PUS1 in the mouse (Extended Data Fig. 1h), some are pseudouridylated by DKC1 in *Arabidopsis*; however, in both cases, multiple Ψ synthases must be responsible for miRNA pseudouridylation, just as they are for mRNA pseudouridylation in plants, yeast and mammals^29^.

Ψ detection by mismatch sequencing revealed that pseudouridylation in *Arabidopsis* miRNAs (Fig. 1g) was prevalent at the 5ʹ nucleotide, which is frequently uridine in miRNAs and contributes to AGO loading preference^30–32^. Similarly, siRNAs detected by Ψ-IP enrichment and CMC depletion were enriched for 5′ and 3′ U (Extended Data Fig. 4a,b). As pri-miRNAs associate with NHP2 and contain Ψ (Extended Data Fig. 1g), we predicted that Ψ in mature miRNAs was deposited before processing of pri-miRNAs into small RNAs by the endonuclease Dicer. cDNA reverse-transcribed from pri-miR159b in the presence of CMC and Mn^2+^ revealed extensive mismatches (pseudouridylation) at the 5ʹ dicing site (25% Ψ), which was exacerbated in a *hyponastic leaves 1 (hyl1)* mutant (75% Ψ) that accumulates pri-miRNAs because of loss of the microprocessor component R2D2 (Extended Data Fig. 4c). Ψ was also detected at 5ʹ and 3ʹ sites in mature miR159b, suggesting that pseudouridylated pri-miRNAs are processed into mature miRNAs (Extended Data Fig. 4c). We confirmed the presence of Ψ in mature miR159b on northern blots, where CMC treatment induces a mobility shift in pseudouridylated small RNAs (Fig. 1h,i). Intriguingly, miR159b is inherited from sperm cells by the fertilized endosperm, where it impacts seed development^3^. As miR159b is heavily pseudouridylated (Fig. 1i), this suggests that pseudouridylated small RNA may be inherited from pollen.

### Ψ is strongly enriched in germline small RNAs

Therefore, we applied Ψ-IP, CMC and CMC/Mn^2+^ treatments to small RNA isolated from pollen. We found that known sites of pseudouridylation in 18S rRNA were robustly detected in rRNA fragments in pollen by all three techniques (Extended Data Fig. 5a–d). In both CMC and Ψ-IP datasets, miRNAs in pollen had a much greater level of pseudouridylation than in flower buds (Fig. 2a and Supplementary Tables 7–9). This effect was even more dramatic for siRNAs, which were heavily pseudouridylated in pollen (Fig. 2b). Pseudouridylated siRNAs (Ψ-siRNAs) were associated with most annotated TE families, although there were notable exceptions (for example, AtGP2N and AtGP2). Next, we tested whether Ψ-miRNAs and Ψ-siRNAs were enriched in sperm cells purified by fluorescence-activated cell sorting (FACS) or were immunoprecipitated with AGO proteins from total pollen (Fig. 2c). AGO2, AGO5, AGO6, AGO7 and AGO9 bind siRNA and are restricted to sperm cells in mature pollen^33^, where AGO5 and AGO9 are localized to the perinuclear space (Fig. 1d,e). AGO1 on the other hand binds mostly miRNA and accumulates in both sperm cells and the VN^33^.

**Fig. 2:**
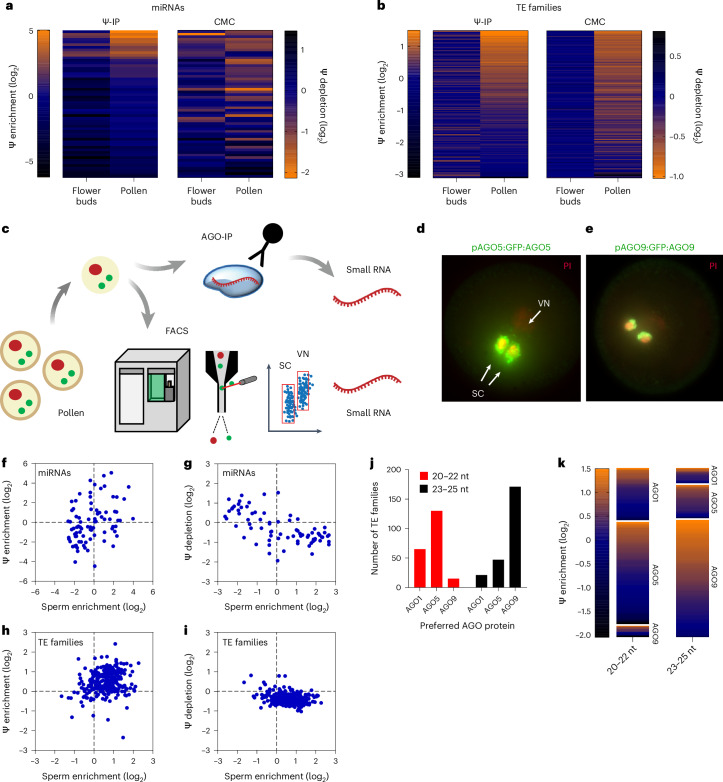
Pollen siRNAs are highly pseudouridylated and loaded into AGO proteins in sperm cells. **a**, Heat maps of individual miRNA Ψ enrichment in flower buds and pollen detected by Ψ-IP (log_2_ IP/unbound; *n* = 5 biological replicates) and by CMC-mediated depletion from small RNA libraries (log_2_ CMC^+^/CMC^−^; *n* = 2 treatment replicates) and assessed by DESeq2. **b**, Heat maps of siRNA Ψ enrichment from individual TE families in flower buds and pollen detected by Ψ-IP and CMC depletion and assessed as in **a**. Small RNAs from most TE families were enriched for Ψ in pollen. **c**, Small RNAs were sequenced from sperm cells isolated from pollen grains by FACS, followed by RIP-seq with antibodies to AGO proteins. SC, sperm cell. **d**, GFP::AGO5 fusion protein expressed from *AGO5* promoter (*pAGO5*) in mature pollen is found in the perinuclear space around sperm cells. DAPI was used to stain the VN. Reproduced with permission from Borges et al.^34^. **e**, AGO9::GFP fusion protein expressed from the *AGO9* promoter (*pAGO9*) in mature pollen. **f**–**i**, Association of small RNA pseudouridylation in pollen, determined by Ψ-IP (**f**,**h**) and CMC depletion (**g**,**i**) with sperm cell abundance by FACS, for both miRNAs (**f**,**g**) and siRNAs from TE families (**h**,**i**)^6,34^. **j**, Bar chart showing number of preferred TE families for each AGO protein split by siRNA size (20–22 and 23–25 nt). Each TE family was assessed for enrichment in AGO1, AGO5 and AGO9 IP as a function of two size classes (20–22 and 23–25 nt), with the highest enrichment signaling a preference for a certain AGO. **k**, Heat maps showing siRNA Ψ enrichment from individual TE families split by AGO preference and size class. Source data

To determine whether pseudouridylation of small RNA reflects their localization, we compared the pseudouridylation of pollen miRNAs to sperm cell localization. As expected from previous studies^34^ and consistent with AGO1 localization, miRNAs were found in both sperm cells and pollen and some miRNAs in each case were pseudouridylated (Fig. 2f,g). Consistent with the localization of AGO2, AGO5, AGO6, AGO7 and AGO9, however, siRNAs were strongly enriched in sperm cells and siRNAs from most TE families were pseudouridylated (Fig. 2h,i). To determine whether individual AGO proteins preferentially bound pseudouridylated siRNAs, we performed small RNA-seq after IP (RIP-seq) with anti-AGO9 antibodies (Methods) and compared the abundance of siRNAs of each size class in each TE family to published RIP-seq data from AGO1 and AGO5 (ref. ^35^), with AGO5 and AGO9 being preferred for the size classes of 20–22 nt and 23–25 nt, respectively (Fig. 2j). Next, we examined pseudouridylation levels of these families by RIP-seq to determine whether AGO binding influenced Ψ levels and we found that all AGO proteins bound pseudouridylated siRNA from a similar proportion of TE families (Fig. 2k). This was consistent with association of the pseudouridylation machinery with all of these AGO proteins by IP–MS (Fig. 1b). We, therefore, sought to determine what other factors might control pseudouridylation in pollen.

### Germline localization and pseudouridylation depend on Exportin-t

Pseudouridylation has been implicated in the cytoplasmic localization of mRNA and tRNA, suggesting a role for Ψ in small RNA transport^16,36^. Pol IV-dependent 21–22-nt easiRNAs in pollen are also mobile and move into sperm cells from the VN^6–8^. To further investigate a role for Ψ in intercellular mobility of small RNAs, we probed the function of Ψ in sperm cell localization. Because our *dkc1* mutant was completely sterile (Extended Data Fig. 3c), we could not use this to investigate the function of Ψ in pollen. Additionally, other PUS enzymes likely have considerable redundancy, as 20 exist in *Arabidopsis*^29^. Pseudouridylation of tRNAs by Pus1^+^ contributes to nuclear export in yeast and genetically interacts with Loss of Suppression 1 (Los1^+^), which encodes the tRNA export factor Exportin-t^36^. Exportin-t binds the upper minihelix of L-shaped tRNA, consisting of the acceptor stem and the TψC loop and terminating at Ψ55 and C56 (ref. ^37^). This minihelix includes the 22-nt 3′ tRNA fragment with a 5′ Ψ and 3′ CCA, resembling a 21–22-nt small RNA duplex^38^. Intriguingly, the *Arabidopsis* homolog of *Los1*^+^, which is known as *PAUSED/HUA ENHANCER5 (PSD/HEN5)*, was previously identified in genetic screens for small RNA phenotypes, along with mutants in *HEN1 (2’-O-methyltransferase)*, *ARGONAUTE10 (pinhead)*, *ARGONAUTE7* (*zippy*), and *HASTY (hst*). *HST* encodes Exportin-5 and was recently shown to be required for long-range transport of artificial miRNA in *Arabidopsis*^39–42^. We, therefore, investigated whether *psd* mutants could be used as a proxy for the function of Ψ in siRNA, as mutants are viable and fertile.

First, we demonstrated that the *psd* mutation in *Arabidopsis* is synthetically lethal with *pus7* in a manner similar to *los1*^−^ and *pus1*^−^ from yeast. We found that *pus7*^*−/−*^;*psd*^+/−^ double mutants were semisterile (Extended Data Fig. 6a). In contrast, *pus7*^+/−^*;psd*^*−/−*^ plants had fertile pollen but had 25% aborted seed compared to less than 5% in *psd* alone (Extended Data Fig. 6b,c). Viable double homozygous seeds were not recovered from either genotype upon self-fertilization. These results indicated that tRNAs require *PUS7* for modification in diploid cells before meiosis (*pus7*^*−/−*^) and subsequently require *PSD* for nuclear export in haploid pollen (from *psd*^+/−^ parents). Next, we performed Ψ-IP and CMC depletion on small RNA from WT and *psd* mutant pollen, as well as WT and mutant inflorescence (flower buds), and found robust detection of pseudouridylation sites in rRNA (Extended Data Fig. 5a–f). We sought to determine whether *psd* had an effect on pseudouridylation of miRNAs and siRNAs in inflorescence and pollen. Of those miRNAs that were significantly pseudouridylated in the inflorescence, only miR403 lost Ψ in the mutant (Extended Data Fig. 5g), while miRNAs overall were unaffected (Extended Data Fig. 5h). Similarly, siRNAs from TEs were mostly unmodified in the inflorescence and were unaffected by *psd* (Extended Data Fig. 5i). In pollen, however, miRNAs were modestly depleted of Ψ in *psd* relative to WT (Fig. 3a; *P* < 0.01, determined by ANOVA) while easiRNAs were strongly depleted of Ψ (Fig. 3b). easiRNA biogenesis requires both Pol IV and the most abundant miRNAs in pollen, miR845a and miR845b, which target long terminal repeat (LTR) retrotransposons at their RT primer binding site^9,35^. The 20–22-nt easiRNAs that depend on miR845b were heavily pseudouridylated and this depended on *psd*, as did pseudouridylation of 20–22-nt easiRNAs and 23–25-nt siRNAs that depend on Pol IV (Fig. 3b and Extended Data Fig. 7a). However, Pol IV-independent siRNAs had very little Ψ, which was unaffected in *psd* (Fig. 3b and Extended Data Fig. 7a).

**Fig. 3:**
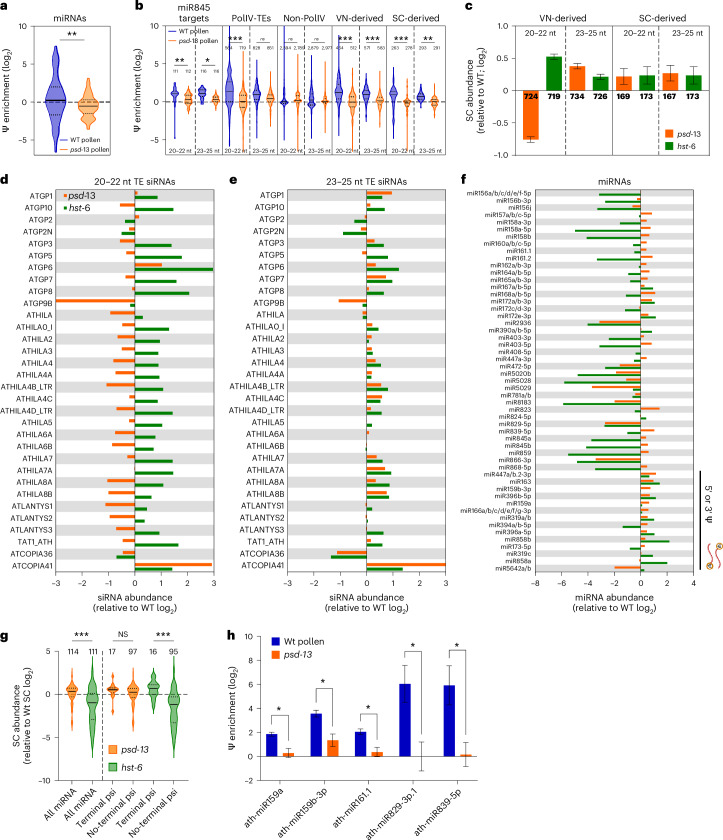
Transport of pseudouridylated siRNAs into sperm cells depends on *PAUSED* (Exportin-t). **a**, Ψ enrichment of miRNAs in WT and *psd*-13 pollen. A modest reduction in Ψ enrichment of miRNAs was observed in *psd* pollen (*P* = 0.0019, determined by two-tailed paired *t*-test; *n* = 3 biological replicates; 64 miRNAs are plotted). **b**, Ψ enrichment of siRNAs was determined by Ψ-IP and small RNA-seq in WT and *psd-13* mutant pollen and plotted by size class (20–22 nt or 23–25 nt) for individual TEs belonging to each group, namely, miR845 targets, Pol IV and non-Pol IV targets and TEs whose siRNAs were derived from sperm cells (SC) or from the VN in ref. ^44^. *P* values show differences between group means, determined by one-way ANOVA with Bonferroni correction for multiple comparisons (*P* = 0.002, 0.015, <0.0001, 0.234, 0.5964, 0.5153, <0.0001, 0.0009, 0.0002 and 0.0049; *n* = 3 biological replicates). Numbers above violins indicate the number of individual TEs plotted (including replicates). **c**, siRNA abundance in SC was determined by sequencing small RNA from FACS-sorted WT, *psd*-13 and *hst*-6 SC. VN-derived 20–22-nt siRNAs were depleted from *psd* SC but enriched in *hst* SC relative to WT, while VN-derived 23–25-nt siRNAs and SC-derived siRNAs were at levels similar to WT. Numbers on bars indicate the number of individual TEs plotted (including replicates); error bars indicate the s.e.m. **d**,**e**, Abundance of highly prevalent siRNA from 30 Gypsy and 2 Copia TE families in *psd* and *hst* sperm relative to WT for 20–22 nt (**d**) and 23–25 nt (**e**) size classes. **f**, Abundance of highly prevalent miRNAs (reads per million mapped reads (RPM) > 100) in *psd* and *hst* sperm relative to WT. miRNAs with terminal Ψ are indicated with a black bar; miRNAs presented in **h** are shown in bold. **g**, Abundance of miRNAs with and without terminal Ψ in *psd* and *hst* mutants relative to WT in sperm cells sorted by FACS. miRNAs without terminal Ψ were lost in *hst*, but not in *psd* sperm cells (*P* < 0.0001, 0.6571 and <0.0001, determined by two-way ANOVA; *n* = 3 biological replicates). Numbers above violins indicate the number of individual miRNAs plotted. **h**, Ψ enrichment of miRNAs in WT and *psd-13* pollen for those miRNAs dependent on *PSD* for pseudouridylation (*P* = 0.02, 0.02, 0.021, 0.037 and 0.039, determined by two-sided Student’s *t*-test; *n* = 3 biological replicates). Error bars indicate the estimated s.e.m. of log_2_(fold change) calculated by DESeq2. In **a**,**b**,**g**,**h**, *P < 0.05, **P < 0.01 and ***P < 0.001. Source data

In pollen, Pol IV is prominently expressed in the VN^43^, suggesting that this is where pseudouridylation likely takes place. However, easiRNAs accumulate in sperm cells and are thought to be transported there from the VN^6–8^. In a recent study, small RNA biogenesis in the VN and in the sperm cells were independently suppressed by expressing the RNase III-like protein RTL1 in each cell type^44^. We found that both VN-derived and sperm-cell-derived small RNAs were enriched for Ψ and that enrichment depended on *psd* (Fig. 3b and Extended Data Fig. 7b). To determine whether PSD affected siRNA transport from the VN into sperm cells, we isolated sperm cells from mutant *psd-13* (Exportin-t), mutant *hst-6* (Exportin-5) and WT pollen by FACS and compared the abundance of siRNAs and miRNAs (Fig. 3c–e and Extended Data Fig. 7c–l). Strikingly, 21–22-nt easiRNAs were reduced in *psd* sperm cells and elevated in *hst* sperm cells, but only those that were derived from the VN and not for those derived from the sperm cells (Fig. 3c,d). In contrast, 23–24-nt siRNA abundance in sperm cells was unaffected by the *psd* and *hst* mutants (Fig. 3c,e). However, both Pol IV and non-Pol IV TE siRNAs were reduced in *psd* sperm cells, suggesting that Ψ is not strictly required for transport (Extended Data Fig. 7c).

HST (Exportin-5) is known to be required for the export and accumulation of miRNAs^45^ and miRNA levels in sperm cells were significantly reduced in *hst* mutants (Fig. 3f,g). As expected, most miRNAs in sperm cells were unaffected by *psd* (Fig. 3f,g) but individual miRNAs including miR159 and miR403 significantly lost Ψ (Fig. 3h). A likely explanation is that miRNAs that lose Ψ in *psd* mutants can use the *HST* pathway instead to accumulate in sperm cells. One prediction of this model is that Ψ-miRNAs might be able to use the PSD pathway in *hst* mutants. This prediction was confirmed as miRNAs without 5′ terminal Ψ were lost in sperm cells from *hst* mutants, while those with terminal Ψ were retained, suggesting that PSD was sufficient for their transport (Fig. 3f,g and Supplementary Table 7). Thus, *PAUSED/EXPORTIN-T* is required for the transport of pseudouridylated easiRNAs into sperm cells from the VN, while *HASTY/EXPORTIN-5* transports unmodified miRNAs. This novel function for *PAUSED/EXPORTIN-T* is pollen specific, as are most pseudouridylated miRNAs and easiRNAs, which are unaffected by *psd* in the inflorescence (Extended Data Fig. 5g–i). It is noteworthy that tRNAs were found to carry a strong signal for intercellular transport in plants, such that mRNA–tRNA fusions are mobile^46^. It is tempting to speculate that Ψ and *PSD* may be involved in the intercellular transport of tRNA fusions.

### Exportin-t impacts siRNAs at imprinted genes to mediate the triploid block

easiRNAs from pollen target imprinted genes in *Arabidopsis*^9,11^. Imprinted genes in plants are expressed in the seed from either the maternal or the paternal genome and are known as maternally expressed and paternally expressed genes (MEGs and PEGs), respectively. *DEMETER* (*DME*) encodes a DNA glycosylase that is expressed in the endosperm and in the pollen VN, where it removes DNA methylation from TEs upstream and downstream of imprinted genes, resulting in parent-of-origin expression^47^. We, therefore, examined Ψ in siRNAs from DME targets and imprinted genes. We detected Ψ in 21–22-nt easiRNAs and 24-nt siRNAs from DME targets (Fig. 4a) and from TEs surrounding MEGs and PEGs (Extended Data Fig. 7m). Pseudouridylation of siRNAs from upstream and downstream of DME targets was lost in *psd-13* mutant pollen (Fig. 4a) and there was a striking depletion of easiRNAs from the promoters of DME target genes in *psd* sperm cells relative to WT (Fig. 4b,c). Ψ loss was more significant in MEGs than PEGs (*P* < 0.05; Extended Data Fig. 7m) and also affected sperm cell localization of siRNAs from both MEGs and PEGs, with 20–22-nt siRNAs depleted and 23–25-nt siRNAs enriched in *psd-13* sperm cells compared to WT (Extended Data Fig. 7n).

**Fig. 4:**
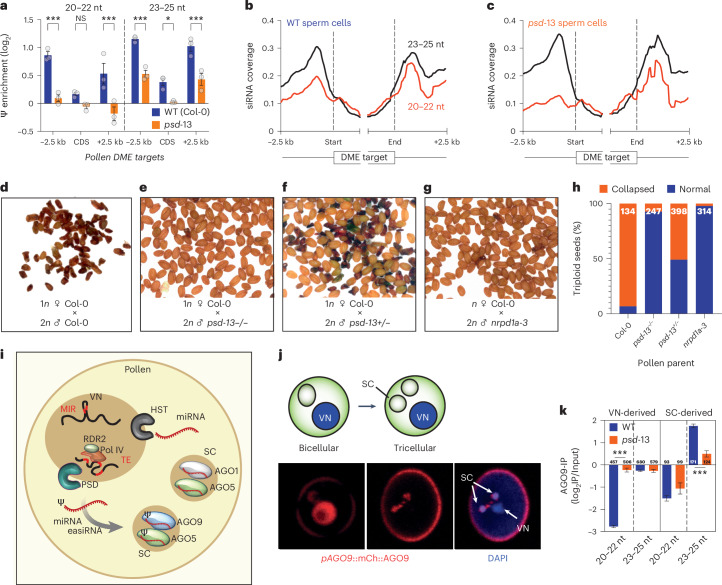
Ψ and Exportin-t mediate epigenetic inheritance and the triploid block. **a**, Mean Ψ enrichment (log_2_ Ψ-IP/unbound) of 20–22-nt siRNAs and 23–25-nt siRNAs surrounding imprinted genes (−2.5 kb upstream of start; CDS; +2.5 kb downstream of stop) targeted by *DME* in WT (blue) and *psd-13* (orange) pollen (*P* = <0.0001, 0.4528, <0.0001, 0.0002, 0.0428 and 0.0003, determined by two-way ANOVA with Bonferroni correction for multiple comparisons; *n* = 3 biological replicates). Error bars indicate the s.e.m. CDS, coding sequence. **b**,**c**, Metaplots of sperm cell abundance of 20–22-nt siRNAs (red) and 23–25-nt siRNAs (black) surrounding imprinted genes targeted by *DME* in WT (**b**) and *psd-13* (**c**) pollen. **d**–**g**, Images of representative seeds from crosses between WT Col-0 female and *osd1* diploid pollen (**d**), double-mutant *osd1*;*psd-13*^−/−^ diploid pollen (**e**), double-mutant *osd1*;*psd-13*^+/−^ diploid pollen (**f**) and double-mutant *osd1;nrpd1a-3* diploid pollen (**g**). *NRPD1*a encodes the large subunit of Pol IV. **h**, Frequency of aborted seeds from the same crosses. **i**, Model for transport of small RNA during pollen development. As the pollen matures, 21–22-nt easiRNAs and 24-nt siRNAs are produced by Pol IV in the VN and pseudouridylated along with some miRNAs. Pseudouridylated miRNAs and easiRNAs are exported by PSD (Exportin-t) into sperm cells, where they are loaded onto AGO1, AGO5 and AGO9, while unmodified miRNAs are transported by HST (Exportin-5) and loaded onto AGO5 and AGO1. Pseudouridylated sperm cell easiRNAs mediate dose-dependent lethality (the triploid block) by targeting MEGs in the seed. **j**, mCherry::AGO9 fusion protein expressed from the *AGO9* promoter (*pAGO9*) in developing pollen. DAPI was used to stain nucleic acids (blue). AGO9 is present in the VN at the bicellular stage but is enriched in the sperm cells in mature pollen. **k**, AGO9 IP from WT and *psd*-13 pollen shows increased binding of VN-derived 20–22-nt siRNAs and decreased binding of 23–25-nt sperm-cell-derived siRNAs to AGO9 in *psd*-13. Numbers on bars indicate the number of TEs analyzed; error bars indicate the s.e.m. *P* = <0.0001, 0.99, 0.99 and <0.0001, determined by one-way ANOVA with Bonferroni correction for multiple comparisons. In **a**,**k**, *P < 0.05, **P < 0.01 and ***P < 0.001. NS, not significant. Source data

Pol IV-dependent 21–22-nt easiRNAs and miR845b mediate the triploid block, a dose-dependent epigenetic phenomenon whereby *Arabidopsis* seeds abort during development if they inherit an excess of paternal genomes from diploid instead of haploid pollen^9–11^. As 21–22-nt Pol IV-dependent easiRNAs are lost from sperm cells in *psd-13* pollen, this suggests that *psd-13* might rescue triploid seed abortion^9^. As expected, we observed ~90% seed abortion when WT Columbia plants were crossed with *omission of second division 1 (osd1)* mutants, which have diploid pollen (Fig. 4d). However, when *osd1*;*psd-13*^−/−^ diploid pollen was applied, this resulted in only ~10% seed abortion, similar to when *osd1*;*nrpd1a* diploid pollen was applied, which is deficient in the large subunit of Pol IV (NRPD1; Fig. 4e–h). Levels of miR845a and miR845b were not affected in *psd-13* mutant pollen and were not responsible for rescuing the triploid block (Extended Data Fig. 7o)^9^. Importantly, *osd1;psd-13*^+/−^ pollen parents gave rise to 50% aborted seeds (Fig. 4f,h). One possible explanation is that *psd* acts gametophytically within the pollen grain itself, supporting the observation that VN-derived 21–22-nt easiRNAs but not sperm-cell-derived small RNAs are required for the triploid block^44^.

Exportin-t is, therefore, essential for the triploid block and for pseudouridylation of easiRNAs. This implicates Ψ as a key modification in cell–cell transport of small RNAs in the germline by Exportin-t (Fig. 4i) and for epigenetic inheritance in the form of the triploid block. Cytoplasmic connections between the VN and sperm cells are thought to be involved^6,8^, consistent with a role for nucleocytoplasmic exportin. AGO5 is found in these ‘male germ units’ (ref. ^34^) and AGO5 is also required at least in part for the triploid block^35^. AGO9 has a similar localization (Fig. 2d,e) and has previously been associated with siRNA movement in pollen^48,49^. We, therefore, examined AGO9 localization using an mCherry N-terminal fusion^50^ and found that AGO9 was first localized in the VN at the bicellular stage but then moved to the sperm cells by the tricellular stage (Fig. 4j). This localization is consistent with a role for AGO9 before and after siRNA transport as previously proposed^48,51^. We, therefore, performed IP of small RNAs from WT and *psd* pollen using antibodies to AGO9. Remarkably, AGO9-associated 21–22-nt easiRNAs were substantially more enriched in *psd* mutants than in WT (Fig. 4k). One interpretation is that easiRNAs are trapped in the VN in *psd* mutants, where they are subsequently loaded onto AGO9.

### Ψ is found in mammalian germline piRNAs

easiRNAs and phasiRNAs in the plant germline have similar functions to piRNAs in the mammalian germline; thus, we asked whether high levels of Ψ were conserved in piRNAs. We used Ψ-IP and CMC depletion to detect Ψ in small RNAs from 8-week-postpartum mouse testes. 

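The piRNA part of this experiment comprised 15 small RNA libraries from the testes of mice aged 8 weeks, with 3 libraries in each of 5 groups. CMC-treated libraries were set against mock-treated libraries, and Ψ-IP libraries with their input and with the unbound flow-through. CMC binds Ψ and blocks reverse transcription, so that a pseudouridylated small RNA is lost from a CMC-treated library, whereas Ψ-IP recovers RNA with an antibody against Ψ. The authors clipped the adaptors, set aside tRFs, mapped the other reads to the mm10 genome with up to 3 mismatches, and intersected them with annotated repeats and known piRNA clusters. They deposited the raw number of reads at each genomic interval and strand, called a piRNA locus here, with the repeat that it overlaps. Only these piRNA counts were analysed here. Total counts ranged from 35618956 to 58399368 (median 40063216) in mock-treated libraries and from 24154811 to 48909154 (median 27342628) in CMC-treated libraries. They ranged from 16571184 to 25063656 (median 18875128) in input, from 11575705 to 23935827 (median 11677305) in Ψ-IP and from 14305933 to 21494965 (median 18535406) in flow-through. Loci with more than 20 counts in total were tested. This left 686863 loci in the Ψ-IP set, which held 89.0% of its counts, and 556583 loci in the CMC set, which held 94.25% of its counts. Fold changes and adjusted p-values came from edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, in separate fits of the 6 libraries of each comparison. A locus was counted as changed at an adjusted p-value under 0.01. The reporting summary gives at least 2 biological replicates for all experiments, without saying for these libraries whether the 3 replicates of a group came from different mice. The paper's text does not say how reads that map to several repeat copies were counted, so single loci inside repeats are uncertain in position.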

We found that 3′-tRNA fragments (tRFs) were enriched by Ψ-IP (Extended Data Fig. 8a) and depleted by CMC treatment (Extended Data Fig. 8b). 

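Of the piRNA loci tested in Ψ-IP against input, 24001 overlapped LINEs and 53430 overlapped LTR retroelements. Among the LINE loci, 1501 (6.25%) were higher in Ψ-IP and 2244 (9.35%) were lower. Among the LTR loci, 2776 (5.20%) were higher and 5430 (10.2%) were lower. In comparison, 5.50% of the 587211 loci outside repeats were higher and 10.7% were lower, whereas SINE loci were higher in 3.61% of cases. Most of the higher loci changed at least 2-fold, including 1351 LINE loci and 2544 LTR loci. With DESeq2's Wald test, 943 LINE loci (3.93%) were higher and 1394 (5.81%) lower. By that test 1688 LTR loci (3.16%) were higher and 3257 (6.1%) lower, and outside repeats 3.4% were higher and 6.62% lower. After CMC treatment, 330 of 19962 LINE loci (1.65%) were lower and 199 (1.00%) were higher. Only 227 of 43735 LTR loci (0.52%) were lower, and 464 (1.06%) were higher, close to the 0.64% lower and 1.08% higher outside repeats. Most of these lower loci changed less than 2-fold, with 102 LINE loci and 53 LTR loci at least 2-fold lower. Of the loci higher with CMC, 168 LINE loci and 381 LTR loci changed at least 2-fold. With replicate number as a block, 371 LTR loci (0.85%) and 4753 loci outside repeats (1.00%) were lower with CMC. Among changed loci with an average of at least 100 counts that rose in all 9 pairs of libraries, one of the 2 largest rises in Ψ-IP was at a 30-nt locus within a MurERV4 element of the ERVK family, on the plus strand of chromosome 5 from 113350515 to 113350544 (mm10). It had 13.2 ± 3.09 CPM (counts scaled to the TMM-normalized library size) in Ψ-IP and 2.01 ± 0.281 in input (SD, n = 3 libraries each), a log2 fold change of 2.72 (standard error 0.28, adjusted p = 1.03e-19 from edgeR's quasi-likelihood test). In the unbound flow-through fraction this locus had 6.35 ± 1.78 CPM (SD, n = 3 libraries), which is also above input. Part of its rise against input was thus not particular to the bound fraction. Against flow-through the log2 fold change of the locus in Ψ-IP was 1.25 (edgeR adjusted p = 0.000579).

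Counts were also summed over each repeat family, which gives 1 value per family and library. L1 was at 33832 ± 688 CPM in Ψ-IP and 29631 ± 583 in input (SD, n = 3 each), a log2 fold change of 0.19 (standard error 0.02, edgeR adjusted p = 0.000116). With CMC treatment L1 fell from 25771 ± 456 to 23245 ± 302 (SD, n = 3 each), a log2 fold change of -0.15 (standard error 0.02, edgeR adjusted p = 0.0012). ERVK was higher in Ψ-IP, with a log2 fold change of 0.13 (edgeR adjusted p = 0.00014), and did not differ with CMC (edgeR adjusted p = 0.823). ERV1 rose by 0.10 on the log2 scale in Ψ-IP (edgeR adjusted p = 0.00932), a call that was lost under most alternatives, among them DESeq2's size factors in place of TMM and the omission of any single replicate other than input replicate 2. ERVL-MaLR (log2 fold change 0.03, edgeR adjusted p = 0.0504) and ERVL (log2 fold change -0.07, edgeR adjusted p = 0.0305) were not past the threshold in Ψ-IP. The fall of ERVL came past it with replicate number as a block (-0.075). It also did so among families with an average of at least 1000 counts (-0.084). ERVL was higher with CMC, with a log2 fold change of 0.11 (edgeR adjusted p = 0.00547), a call that was lost without mock-treated replicate 2 or CMC-treated replicate 3. Across the 35 rows tested, 7 were higher and 5 were lower in Ψ-IP. These rows were the repeat families and a further row for all loci outside repeats. The changes ranged from -1.31 for hAT-Blackjack to 0.54 for the family named LTR on the log2 scale. CMC changed 2 families, L1 and ERVL, and 6 when replicate number was fitted as a block.

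**Figure D1:**
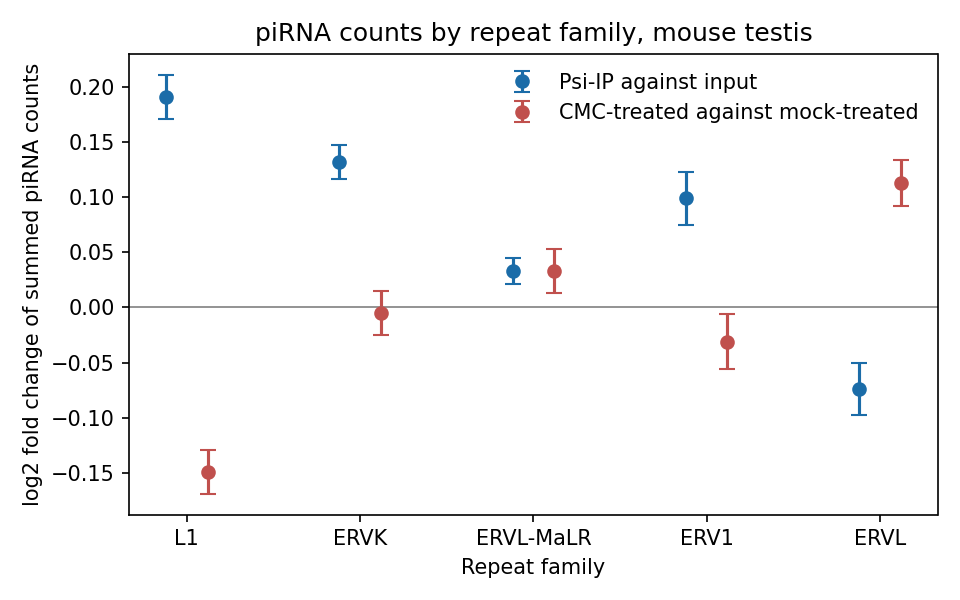
Log2 fold change of the summed piRNA counts of L1 and of 4 LTR families in Ψ-IP against input and in CMC-treated against mock-treated testis libraries. Points are edgeR estimates from 3 libraries per group and bars are 1 standard error, computed from the fold change and the F statistic. L1 lies at 0.19 in Ψ-IP and at -0.15 with CMC, and ERVL at -0.07 and 0.11.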

Importantly, many piRNAs from TEs, including from long interspersed nuclear elements (LINEs) and LTR retroelements, were strongly enriched for Ψ (Extended Data Fig. 8c,d). 

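In Ψ-IP against input, 37447 of 686863 piRNA loci (5.45%) were higher and 73287 (10.7%) were lower. The median size of the change among these loci was 2.10 on the log2 scale. The number changed was most sensitive to a single library, since it fell from 110734 to 59788 without input replicate 1. DESeq2's Wald test called 68230 loci, of which 67737 had also been called by edgeR in the same direction, and 3.37% of loci were higher by that test. CMC treatment changed fewer loci, with 3640 of 556583 (0.654%) lower and 5979 (1.07%) higher. With replicate number as a block, 5709 loci were lower and 6912 were higher. Without mock-treated replicate 2 the number changed by CMC fell from 9619 to 4506, with 1265 lower and 3241 higher. Without CMC-treated replicate 2, 1539 were lower and 4159 higher. The number lower was largest, at 5340, without CMC-treated replicate 1. Among changed loci with an average of at least 100 counts that rose in all 9 pairs of libraries, the 2 largest rises in Ψ-IP were nearly equal. They were 2.719 on chromosome 14 and 2.717 at the MurERV4 locus. Their order reversed under several alternatives, among them DESeq2's Wald test (2.688 and 2.702). The locus ranked first lies outside repeats and annotated genes on the plus strand of chromosome 14 from 24113611 to 24113641 (mm10). It had 13.3 ± 5.14 CPM in Ψ-IP and 2.07 ± 1.80 in input (SD, n = 3 libraries each), a log2 fold change of 2.72 (standard error 0.28, edgeR adjusted p = 2.94e-19). The largest fall was at a 30-nt locus in an untranslated region of Cbl, on the minus strand of chromosome 9 from 44146825 to 44146854 (mm10), with the sequence TCCTCTGACACTTGAAGTGTCAACATGTAG. It had 0.287 ± 0.0878 CPM in Ψ-IP and 18.2 ± 3.81 in input (SD, n = 3 libraries each), a log2 fold change of -5.91 (standard error 0.36, edgeR adjusted p = 1.25e-51). The next largest fall was in an intron of Cyp19a1 on chromosome 9 from 54215939 to 54215968, with a log2 fold change of -5.68. In the unbound flow-through fraction these 2 loci had 2.19 ± 0.874 and 1.27 ± 0.295 CPM (SD, n = 3 each). Against flow-through their log2 fold changes in Ψ-IP were smaller, -2.66 at Cbl (edgeR adjusted p = 0.000208) and -2.25 at Cyp19a1 (edgeR adjusted p = 0.0154, not past the threshold). With CMC, a 20-nt locus in an RMER15 element on chromosome 5 from 113348960 to 113348979 had 2, 3 and 3 counts in CMC-treated libraries and 267, 209 and 173 in mock-treated libraries, which is at least 54.9-fold lower. The second largest fall with CMC was on chromosome 17 from 66213637 to 66213667, with a log2 fold change of -1.90 (standard error 0.18, edgeR adjusted p = 9.86e-11). In the opposite direction, a locus on chromosome 7 from 69886032 to 69886059 had 628, 316 and 308 counts in CMC-treated libraries and 0, 5 and 0 in mock-treated libraries, and one on chromosome 2 from 151255081 to 151255107 had a log2 fold change of 7.48.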

Up to 3% of piRNAs were differentially enriched for Ψ, although many more were immunoprecipitated and, hence, potentially pseudouridylated (Extended Data Fig. 8d). 

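Counts were summed over the piRNA clusters listed in the source data of Extended Data Fig. 8e,f. Of 546 clusters compared between Ψ-IP and input, 49 were higher and 57 were lower at an adjusted p-value under 0.01 (edgeR's quasi-likelihood test, n = 3 libraries per group). These changes were small, with a median of 0.28 on the log2 scale, and only 1 cluster changed at least 2-fold. DESeq2's Wald test called 98 clusters, 91 of them shared in direction with edgeR. The larger group depended on the scaling, with 60 higher and 53 lower when DESeq2's size factors replaced TMM, and 53 higher and 45 lower with DESeq2's Wald test. The number fell to 68 without input replicate 1, and also to 68 without input replicate 3. CMC treatment changed 14 of 646 clusters, with 7 higher and 7 lower, and none of these changed by 2-fold, while 165 clusters had an unadjusted p-value under 0.05. The split was 4 higher and 7 lower with DESeq2's size factors in place of TMM. With replicate number as a block, 48 clusters were changed by CMC, and 0 were changed when mock-treated replicate 2 or CMC-treated replicate 2 was left out, where 118 and 142 clusters had an unadjusted p-value under 0.05. The cluster with the highest average count, on chromosome 17 from 27269742 to 27371971 (mm10, as listed in the source data), had 81034 ± 1350 CPM in Ψ-IP and 80807 ± 187 in input (SD, n = 3 each), a log2 fold change of 0.00 (edgeR adjusted p = 0.887). With CMC its log2 fold change was 0.03 (edgeR adjusted p = 0.245). The next most abundant, on chromosome 9 from 67687024 to 67773986, had log2 fold changes of -0.04 in Ψ-IP and 0.01 with CMC (edgeR adjusted p = 0.159 and 0.873). A cluster on chromosome 12 from 98369021 to 98458701, which spans part of Kcnk10, had 50569 ± 706 CPM in Ψ-IP and 47698 ± 225 in input (SD, n = 3 each), a log2 fold change of 0.08 (standard error 0.02, edgeR adjusted p = 0.00138). This call was lost without input replicate 1 or 3. The largest rise in Ψ-IP, 0.66 on the log2 scale (edgeR adjusted p = 0.00725), was at a cluster on chromosome 2 from 25501991 to 25505452 at Fbxw5. It had an average of 103.8 counts, and 8 of 9 pairs of libraries had the same direction. This call was lost when any single replicate other than Ψ-IP replicate 2 was left out, and when only loci 24 to 33 nt long were summed. The largest fall in Ψ-IP, -1.06 (edgeR adjusted p = 3.36e-07), was on chromosome 12 from 67650597 to 67675786. With CMC the largest rise, 0.45 (edgeR adjusted p = 0.093), was on chromosome 7 from 127234265 to 127245945 and came past the threshold, at 0.54, with the replicate block. The largest fall, -0.93 (edgeR adjusted p = 0.00329), was on chromosome 13 from 23430593 to 23453778. When only loci 24 to 33 nt long were summed, that fall was -0.28 and was not past the threshold, and the call was also lost without mock-treated replicate 2 or CMC-treated replicate 2.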

No individual piRNA cluster was significantly enriched or depleted, suggesting sequence rather than locus specificity (Extended Data Fig. 8e,f). 

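The length of each piRNA locus was taken from its coordinates, and counts were summed by length. The most frequent length was 30 nt in all 3 mock-treated and all 3 CMC-treated libraries. Loci 30 nt long held 25.4% ± 0.662 of the counts in mock-treated libraries and 24.2% ± 0.875 in CMC-treated libraries (SD, n = 3 each). The difference was -1.19 percentage points (exact permutation test, two-sided, p = 0.2, where 3 libraries against 3 allow no p below 0.1). Between libraries with the same replicate number it was -1.14, -0.986 and -1.46 points (exact sign-flip test, two-sided, p = 0.25, the smallest that 3 pairs allow). With reads of 24 to 33 nt only, each CMC-treated library had a lower share than each mock-treated library, a difference of -1.13 percentage points (exact permutation test, two-sided, p = 0.1). The exact permutation test gave p = 0.3 over loci with more than 20 counts in total and p = 0.5 when each locus was counted once. Lengths of 29 to 31 nt together held between 55.65% and 61.1% of the counts in these 6 libraries. When each locus was counted once, whatever its count, 30-nt loci made up 12.9% in mock-treated and 12.6% in CMC-treated libraries. tRFs were not analysed here.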

The 3′-tRFs that were depleted by CMC treatment were 22 nt in size as expected for 3′-tRFs containing Ψ-55 from mature tRNAs (Extended Data Fig. 8g), while piRNAs were mostly 30 nt in size as expected (Extended Data Fig. 8h). The same small RNA sizes and classes were detected by Ψ-IP (Extended Data Fig. 8i,j). Thus, not only 3′-tRFs but also piRNAs and miRNAs in mammals are pseudouridylated. 

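In the Ψ-IP experiment 30 nt was also the most frequent piRNA length in each of the 9 libraries. Loci of this length held 30.6% ± 0.288 of the counts in Ψ-IP and 29.85% ± 0.184 in input (SD, n = 3 each). Each Ψ-IP library had a higher share than each input library, a difference of 0.758 percentage points (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). In flow-through libraries the share was between 28.5% and 29.4%. Restricting the reads to 24 to 33 nt gave a difference of 0.471 percentage points, with the same order of the libraries. Lengths of 24 to 33 nt held between 95.7% and 97.54% of the counts of these 9 libraries.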

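Enrichment by Ψ-IP and depletion by CMC were combined at the level of single piRNA loci. Both tests covered 293568 loci, of which 23101 were higher in Ψ-IP and 3198 were lower with CMC. The number with both changes was 875 (0.298%), against 251.7 if the calls were unrelated, an odds ratio of 4.54. Conversely, 106 loci were higher in both experiments, against 221.2. Overlapping loci share sequence, so loci are not independent replicates. Across loci, the odds ratio within strata of average count in each experiment was 2.56 (95% interval 2.24 to 2.84, from resampling piRNA clusters). Within strata of the summed average count it was 2.01 (1.76 to 2.20). Sequence was known only for loci inside annotated exons, where loci lower with CMC held 48.8% U and unchanged loci 29.7%. Matched on number of U and abundance, the odds ratio there ranged from 0.745 (0.524 to 1.08) to 1.89 (1.16 to 3.12), depending on how the loci were stratified. A shared modification thus cannot be told apart from U content and abundance together. The number with both changes ranged from 351 without mock-treated replicate 2 to 1446 without CMC-treated replicate 1. LINE loci had both changes in 75 of 10218 cases (0.734%), LTR loci in 56 of 21968 (0.255%) and loci outside repeats in 733 of 251879 (0.291%). The 3 most abundant loci with both changes lay in clusters on chromosomes 5 and 17. The locus on chromosome 17 from 66211442 to 66211470 (mm10, plus strand) had 846.5 ± 37.9 CPM in Ψ-IP and 343 ± 28.2 in input, and 858 ± 96.9 after CMC and 1340 ± 86.2 after mock treatment (SD, n = 3 each). Its log2 fold changes were 1.30 in Ψ-IP (standard error 0.18, edgeR adjusted p = 1.26e-10) and -0.64 with CMC (standard error 0.105, edgeR adjusted p = 5.08e-05). The locus on chromosome 5 from 113341402 to 113341430 had log2 fold changes of 0.63 and -0.50 (edgeR adjusted p = 0.00835 and 0.00337), and the locus on chromosome 17 from 27314080 to 27314109, in an intron of Gm49793, had 0.76 and -0.54 (edgeR adjusted p = 0.00138 and 0.001). The rise at the last of these was not past the threshold against flow-through. At both of these loci, leaving out most single libraries removed a call, and DESeq2's Wald test did not call the change with CMC at the locus on chromosome 5. From the enrichment by Ψ-IP and the depletion by CMC, the paper concludes that mammalian piRNAs are pseudouridylated.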

Intriguingly, 5′-tRFs are also pseudouridylated and have been reported to be inherited^52,53^.

## Discussion

Thus, germline small RNAs in plants and mammals are heavily pseudouridylated, which, at least in plants, depends on Exportin-t. This is true of both VN-derived and sperm-cell-derived small RNAs in pollen, implicating nucleocytoplasmic shuttling in pseudouridylation, as previously proposed^54^. Intriguingly, *PSD* is also required for the transport of VN-derived easiRNAs to sperm cells and for the triploid block. Therefore, Ψ and/or intercellular transport is required for epigenetic inheritance in the form of the triploid block. Why are germline small RNAs so heavily modified in both plants and mammals? An intriguing possibility is that modifications of RNA in the germline may avoid viral surveillance systems after fertilization, which could otherwise recognize inherited small RNAs as ‘nonself’ (ref. ^55^). RTL1 is such a viral surveillance mechanism and is induced strongly on viral infection^56^. While VN-derived easiRNAs are suppressed when RTL1 is expressed in the VN, they are not suppressed when RTL1 is expressed in sperm cells even though VN-derived easiRNAs accumulate in sperm cells^44^. An intriguing explanation might be that easiRNA pseudouridylation requires export from the VN and RTL1 cannot recognize these easiRNAs once they are pseudouridylated.

## Methods

### Cell lines and tissues

NIH/3T3 (American Type Culture Collection (ATCC), CRL-1658) cells were cultured in DMEM (Invitrogen) supplemented with 10% FBS and 1% penicillin, streptomycin and glutamine. Cells tested negative for *Mycoplasma* contamination. Testes were harvested from C57Bl/6 mice at 8 weeks postpartum and flash-frozen in liquid nitrogen. All animal procedures and studies were conducted in accordance with the Institutional Animal Care and Use Committee at Cold Spring Harbor Laboratory.

### Plant growth conditions

*Arabidopsis* plants were grown under long-day conditions at 22 °C. Seeds were always surface-sterilized with sodium hypochlorite, sown on Murashige and Skoog medium and stratified for 3 days at 4 °C. Seedlings were transplanted to soil 2 weeks after germination and grown under long-day conditions at 22 °C. The following mutants were used: *pus7*-1 (SALK_098773), *pus10*-1 (SALK_091360) and *nrpd1a*-3 (SALK_128428). Homozygous mutants were identified using PCR with primers specific to the predicted site of T-DNA integration (Supplementary Table 11). The *psd*-13 and *hst*-6 alleles were previously identified^39,57^. The *osd1*-3 mutant was kindly provided by R. Mercier (Max Planck Institute for Plant Breeding Research).

### Yeast two-hybrid screening

The two-hybrid screen was performed by Hybrigenics using an *Arabidopsis thaliana* Col-0 library (ATFO) prepared from young flowers using an in-house cDNA clone of AGO3 as bait. Seven candidate proteins were tested by BiFC, leading to the identification of AT5G08180, which encodes NHP2, as a high-confidence interactor. This was subsequently confirmed by MS.

### BiFC

BiFC was performed using pBiFC-2in1 vectors^58^. AGO3 and NHP2 were fused in all orientations (NN, CN, NC, CC or only NN and CC complemented), while other AGO proteins were fused only in NN configuration. Tobacco leaves were infiltrated essentially as previously described^59^. Briefly, *Agrobacterium* cultures harboring pBiFC vectors were grown overnight before subculturing in 50 ml of Luria–Bertani broth with antibiotics and 20 µM acetosyringone. Cultures were pelleted by centrifugation and resuspended in infiltration buffer (10 mM MES, 10 mM MgCl_2_ and 100 µM acetosyringone). Leaves of ~3-week-old *Nicotiana benthamiana* plants were infiltrated on the abaxial surface using a syringe without a needle. Then, 3 days after infiltration, leaf disks were removed and imaged using a Zeiss LSM780 confocal microscope. Primers for cloning AGO proteins and NHP2 are detailed in Supplementary Table 11.

### Construction of viable *dkc1* mutants in *Arabidopsis*

First, the *AtNAP57 (DKC1)* genomic sequence was amplified and cloned into the pENTR vector. The *ABI3* promoter sequence was amplified and inserted using the NotI restriction site. The *pABI3:AtNAP57* cassette was transferred to the pGWB501 vector using the Gateway cloning system and used for *Agrobacterium*-mediated, floral dip *Arabidopsis* transformation of *nap57*^−/+^ (SALK_031065) heterozygous plants. Homozygous transformant lines were obtained by three rounds of hygromycin resistance selection followed by verification of *nap57/nap57* genetic background by PCR.

### Co-IP and MS analyses

For each co-IP, 0.6 g of tissue from GFP-tagged NHP2 plants was used. The powder was extracted for 30 min in 1.5 ml of lysis buffer (50 mM Tris-HCl pH 8.0, 50 mM NaCl, 1% Triton X-100 and 1× cOmplete EDTA-free protease inhibitor (Roche)). After removal of cell debris by centrifugation (twice for 10 min at 16,000*g*, 4 °C), the cleared supernatants were incubated for 30 min with anti-GFP antibodies coupled to magnetic microbeads (µMACS GFP isolation kits, Miltenyi). Beads were loaded on magnetized MACS separation columns equilibrated with lysis buffer and washed four times with 300 µl of washing buffer (50 mM Tris-HCl pH 7.5 and 0.1% Triton X-100). Samples were eluted in 100 µl of prewarmed elution buffer (Miltenyi). Control IPs were performed using Col-0 plants and GFP antibodies. Eluted proteins were digested with sequencing-grade trypsin (Promega). Peptide mixtures were separated using Evosep One (Evosep Biosystems) chromatography coupled to Orbitrap Exploris 480 (Thermo Fisher Scientific) at the Institute of Biochemistry and Biophysics, Polish Academy of Sciences. Data were searched against the TAIR10 database. Peptides were identified with the Mascot algorithm (Matrix Science). The total number of MS/MS fragmentation spectra was used to quantify each protein from three replicates. The statistical analysis based on spectral counts was performed using a homemade R package that calculates fold change and *P* values using the quasi-likelihood negative binomial generalized log-linear model implemented in the edgeR package^60^. *P* values were adjusted using the Benjamini–Hochberg method from the stats R package. The size factor used to scale samples was calculated according to the DESeq2 normalization method^61^.

### miRNA precursor pulldown with GFP-tagged NHP2

Anti-GFP antibodies were used to immunoprecipitate GFP-tagged NHP2 from three independent transgenic lines expressing GFP-tagged NHP2 under a native promoter, along with WT plants as a negative control. RNA was converted into cDNA libraries using the NEBNext Ultra II directional RNA library prep kit for Illumina. Libraries were sequenced with Nextseq HO 100-bp paired-end reads. Adaptors and unpaired reads were removed using Trimmomatic and files were analyzed using Salmon software. Obtained transcripts per million values for each transcript were adjusted with 0.1 and 0.01 for snRNA or snoRNA and pri-miRNA or pre-miRNA, respectively, to avoid dividing by zero in the case of nondetected transcripts. IP values were normalized against input and the fold change was calculated for GFP-tagged NHP2 versus the negative control (GFP IP in WT plants). Reproducibly enriched RNAs in NHP2 IP had a fold change ≥ 1.2 in at least two lines.

### RNA extraction of mammalian cells

Cells were lysed in Qiazol (Qiagen) and total RNA was purified using the miRNEasy mini kit (Qiagen) according to the manufacturer’s instructions. Tissues were lysed in Qiazol (Qiagen) and total RNA was purified using Tissuelyser II (Qiagen) as per the manufacturer’s instructions. Small RNAs (<200 nt) were size-fractionated using the RNA Clean and Concentrator 5 column kits (Zymo) as per the manufacturer’s instructions. Testes of 8-week-old mice were ground under liquid nitrogen and RNA was extracted using Trizol (Thermo Fisher Scientific) according to the manufacturer’s instructions but using 80% ethanol during the wash step.

### Dot blot

For dot-blot analysis, input RNA or RNA immunoprecipitated with either anti-Ψ or isotypic nonspecific antibodies was spotted onto a nitrocellulose membrane and crosslinked under ultraviolet light at 254 nm (120 mJ cm^−2^). The membranes were blocked in Denhart’s solution (1% Ficoll, 1% polyvinylpyrrolidone and 1% BSA; Thermo Fisher Scientific) for 1 h at room temperature and incubated with Ψ antibody for 1 h at room temperature. The signal was detected using horseradish peroxidase-conjugated secondary antibodies and enhanced chemiluminescence (GE Healthcare) and developed on a Chemidoc MP machine (BioRad).

### Ψ-IP

Small RNAs were isolated from 0.01–0.1 mg of total RNA, first by separating <200-nt RNAs with the Zymo Clean and Concentrator kit and subsequently by gel-extracting 20–30-nt RNAs on a 15% polyacrylamide gel. Small RNAs were eluted from the crushed gel slice overnight in 500 µl of RNA elution buffer (0.3 M NaCl and 0.5 mM EDTA). RNA was resuspended in 50 µl of water, typically containing ~4–40 ng µl^−1^ RNA. Resuspended RNA was mixed with 200 µl of IPP buffer (150 mM NaCl, 0.1% NP-40 and 10 mM Tris-HCl pH 7.4 + 10 U per ml of RNAse inhibitor) and 5 µg of mouse monoclonal Ψ antibody (D347-3, MBL Intl.). Samples were incubated for 2 h at 4 °C with rotation before adding 50 µl of sheep antimouse IgG dynabeads washed in IPP buffer (Invitrogen). The unbound fraction was retained and the beads were washed four times with IPP buffer. To prepare RNA from the unbound fraction, 400 µl of binding buffer from the Zymo Clean and Concentrator kit was added and RNA was run through the column according to manufacturer’s instructions. To elute bound plant siRNA from the beads, 150 µl of Trizol was added and incubated for 2 min before placing tubes on a magnetic rack. Trizol was transferred to a new tube and 30 µl of chloroform was added and mixed thoroughly. Samples were centrifuged for 10 min at maximum speed and the aqueous phase was pipetted into a new tube with an equal volume of 100% ethanol. Mouse small RNAs were eluted using 6.7 mM Ψ triphosphate in IPP buffer with RNase-OUT (Thermo Fisher Scientific) for 30 min at 37 °C. Samples were then run through a Zymo Clean and Concentrator kit according to the manufacturer’s instructions and eluted in a final volume of 8 µl. Libraries were prepared using a NEBNext small RNA-seq kit (New England Biolabs) or NextFlex small RNA-seq kit (Perkin Elmer) according to the manufacturer’s instructions, with the same temperature modifications as the CMC-treated samples. Libraries were pooled and run on NextSeq 500, HiSeq 4000 or MiSeq high-throughput sequencing systems (Illumina).

### Nucleoside analysis of RNA

RNA samples were incubated overnight with a 2× nuclease mix containing 62.5 U of Benzonase (Sigma-Aldrich), 5 U of Antarctic phosphatase (NEB) and 10 mU per µl of phosphodiesterase I from *Crotalus adamanteus* venom (Sigma-Aldrich) made up in a 5× digest buffer composed of 20 mM Tris-HCl pH 8, 20 mM MgCl_2_ and 100 mM NaCl. Samples were then further purified to remove protein by filtration at 17,000*g* for 30 min through Amicon Ultra-0.5 spin columns (Sigma-Aldrich) with a 30-kDa molecular weight cutoff^62^. Samples were then analyzed using a Q Exactive HF Orbitrap MS instrument (Thermo Fisher Scientific). Briefly, 2 µl of digested sample was loaded onto a 100-Å, 1.8-µm, 2.1 × 100-mm ACQUITY UPLC HSS T3 column (Waters) in an aqueous buffer consisting of 0.1% MS-grade formic acid in water and acetonitrile (98:2) at a constant flow of 0.3 ml min^−1^. A gradient of organic solvent was used to facilitate separation and elution as follows: from 2 to 8 min, the percentage of organic solvent (0.1% formic acid in acetonitrile) increased from 2% to 10%; from 8 to 13 min, the gradient increased from 10% to 98% organic solvent, where it was held for 1 min before returning to 2% organic to re-equilibrate the column for the next sample. Samples were read in full scan positive mode from 100 to 600 *m*/*z* and data were analyzed using Xcalibur software (Thermo Fisher Scientific). All nucleosides were compared to exogenous standards, which allowed the interpolation of concentrations of sample nucleosides. Isobaric nucleosides were differentiated on the basis of their retention times as compared to pure commercial standards. As an example, Ψ had a retention time of 1.55 min in this protocol, whereas uridine eluted at 3.05 min.

### RT–qPCR

Cells were lysed in Qiazol (Qiagen) and total RNA was purified using the miRNEasy mini kit (Qiagen) according to the manufacturer’s instructions. For mRNA detection, 1 μg of purified total RNA was reverse-transcribed using the high-capacity cDNA RT kit (Applied Biosystems). For specific miRNA quantification, we size-fractionated small RNAs (<200 nt, containing pre-miRNAs) using RNA Clean & Concentrator 5 column kits (Zymo), as per the manufacturer’s instructions. miRNAs were reverse-transcribed with the miScript II RT kit (Qiagen). Primers were designed to anneal on the 5′ or 3′ arm of the miRNA of interest (Supplementary Table 11). miRNAs were quantified using Fast SybrGreen PCR mastermix (Applied Biosystems) according to the manufacturer’s instructions.

### CMC treatment and small RNA-seq

For each pair of libraries, 4 µg of *Arabidopsis* inflorescence RNA, prepared using the Zymo Quickzol RNA kit, was ligated to the 3′ adapter supplied in the NEB NextSeq kit in a 40-µl reaction. After ligation, samples were divided in two and subjected to CMC or mock treatment. Then, 80 µl of 0.5 M CMC in BEU buffer (7 M urea, 4 mM EDTA and 50 mM bicine pH 8) was added to 20 µl of sample and incubated at 37 °C for 30 min. Mock-treated samples were incubated with 80 µl of BEU buffer. After CMC or mock treatment, 25 µl of 3 M sodium acetate, 3 µl of glycogen and 1 ml of 100% ethanol were added and samples were incubated for 1 h at −80 °C. Samples were centrifuged at 4 °C for 30 min and the resulting pellets were washed with 80% ethanol, followed by another 1 h at −80 °C. Samples were centrifuged at 4 °C for 30 min and the ethanol was removed. Pellets were allowed to dry for 5–10 min before the addition of 50 µl of freshly prepared 0.05 M carbonate buffer (pH 10.4) containing 4 mM EDTA. Samples were incubated at 37 °C for 3 h and subsequently cleaned using the Zymo RNA Clean and Concentrator kit, eluting in a final volume of 25.5 µl. After cleaning, libraries were prepared according to instructions in the NEBNext small RNA-seq kit (New England Biolabs) or Nextflex Small RNA-Seq Kit v3 (Perkin Elmer), beginning with annealing of the RT primer, with some modifications. Primer annealing was performed at 65 °C for 5 min, followed by 37 °C for 15 min and 25 °C for 15 min. cDNA synthesis was carried out at 42 °C. After PCR amplification, libraries were cleaned using the Qiagen PCR cleanup kit and run on a 6% acrylamide gel. Bands of ~140 nt were cut from the gel, crushed and eluted for 2 h in DNA elution buffer followed by ethanol precipitation as outlined in the manufacturer’s instructions. Libraries were pooled and run on NextSeq or MiSeq high-throughput sequencing systems (Illumina) at the Cold Spring Harbor Laboratory sequencing facility.

### CMC/Mn^2+^ treatment and sequencing

For high-throughput siRNA mismatch analysis, 2 µg of total *Arabidopsis* RNA was treated as described above for CMC siRNA-seq libraries with some modifications. The Nextflex Small RNA-Seq Kit v3 (Perkin Elmer) was used for all samples. The RT step was modified to use SuperScript II (Thermo Fisher Scientific) and a custom 5× first-strand buffer containing MnCl_2_ (250 mM Tris-HCl pH 8.3, 375 mM KCl and 30 mM MnCl_2_). For pri-miRNA mismatch analysis, 10 µg of total RNA was treated in the same way as for siRNA mismatch analysis. The obtained cDNA was used for amplification with pri-miRNA-specific primers. PCR products were gel-purified and cloned into pGEM-T Easy (Promega) for Sanger sequencing. The same number of clones was sequenced for corresponding CMC^+^ and CMC^−^ samples.

### Northern blotting

First, 50 µg of total RNA was treated with 0.5 M CMC in BEU buffer (typically 25 µl of RNA in 200 µl of buffer). Samples were cleaned and prepared in the same way as for small RNA-seq, except that RNA < 200 nt was prepared using the Zymo RNA Clean and Concentrator kit to enrich small RNA in a very low volume. Samples were briefly denatured at 65 °C for 2 min (higher temperatures were avoided as these can remove the CMC adducts) before loading onto a 15% denaturing polyacrylamide TBE gel. CMC^+^ and CMC^−^ samples were treated identically except for the addition of CMC. Untreated RNA was loaded directly onto the gel after denaturation. Gels were run until the bromophenol blue band reached the bottom. RNA was transferred to a Hybond NX membrane using a semidry electroblotter for 30 min. Crosslinking was performed with EDC^63^. Membranes were blocked using digoxigenin (DIG) Easy Hyb buffer (Roche) followed by incubation with 10 pmol ml^−1^ 5′/3′ DIG-labeled LNA probe (Exiqon) in Easy Hyb buffer at 65 °C overnight. Probes were detected using Roche DIG wash and block buffer set, anti-DIG antibody and CDP star reagent according to the manufacturer’s instructions.

### IP of AGO9

IP of AGO9 from *Arabidopsis* pollen was performed as previously described^35^. Pollen was collected from open *Arabidopsis* flowers as described above before grinding in liquid nitrogen and homogenizing in 5 ml g^−1^ extraction buffer for 1 h at 4 °C (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 10% glycerol, 0.2% NP-40, 5 mM MgCl_2_ and 5 mM DTT, containing one tablet per 10 ml of protease inhibitor cocktail (Roche)). Cell debris was removed by centrifugation at 14,000*g* at 4 °C for 20 min and the supernatant was recovered. Protein extract was precleared by incubation with 10 μl of protein A Dynabeads (Invitrogen) at 4 °C for 30 min. Supernatant was recovered by centrifugation at 14,000*g* at 4 °C for 1 min. Precleared extracts were incubated with anti-AGO9 antibody (1:100 dilution) and 30 μl of protein A Dynabeads at 4 °C overnight. The immunoprecipitate was pelleted and washed three times (15 min each in rotator shaker) in extraction buffer. Small RNAs from the purified AGO9 complex were isolated using Ambion columns. Small RNA was resolved on a 12.5% denaturing PAGE 7M Urea gel and stained with SYBR gold (Invitrogen). For cloning, gel slices within the range of 18–30 nt were excised and the RNAs were eluted and purified as described above. Small RNAs were sequenced by Fasteris (Switzerland).

### Flow cytometry and staining of *Arabidopsis* pollen

Flow cytometry and Alexander staining was performed as previously reported^64^. Pollen was collected in 1.5-ml Eppendorf tubes by vortexing open flowers in pollen extraction buffer (PEB; 10 mM CaCl_2_, 2 mM MES, 1 mM KCl and 1% H_3_BO_3_, 10%) for 3 min 47 s, followed by filtration through a 30-µm mesh (Partec/Sysmex) and centrifugation at 5,000*g* for 1 min. Pollen was suspended in 50 µl of PEB, immediately frozen in liquid nitrogen and stored at −80 °C until RNA extraction. Open flowers were collected into a 50-ml falcon tube, frozen in liquid nitrogen and stored at −80 °C for storage. The pollen enriched fraction was isolated with the procedure described by Borges et al.^64^ using sperm extraction buffer (SEB). Intact pollen grains were sorted with FACS using a S3e Cell Sorter (BioRad). To the obtained pollen sample in a 1.5-ml tube, 100 μl of acid-washed glass beads (425–600 μm; Sigma-Aldrich) were added and vortexed continuously at medium speed for 1 min to break mature pollen grains. The sample was transferred to a new tube and the volume of the sample was made up to 1 ml with SEB. Then, 1 µl of SYBR green was added for staining. The sample was readied for FACS of sperm cells according to Borges et al.^64^. RNA from the sperm cells fraction was isolated with Trizol, treated with DNase I and used for small RNA library preparation (NextFlex Small RNA Kit, Perkin Elmer). Pollen staining was performed following Alexander’s staining protocol^65^. Only viable pollen grains took up the stain.

### Bioinformatic analysis of rRNA coverage

Adaptors were trimmed from reads, converted to FASTA files and collapsed using the FASTX toolkit. Trimmed reads between 15 and 30 nt in length were mapped to the *Arabidopsis* genome (TAIR10) using Bowtie^66^ allowing mismatches and multimapping. Coverage across the rRNA locus on chromosome 2 (position 3706–9521) was calculated using BEDTools^67^. Coverage within a sample was normalized to the total amount of coverage across the locus and the log_2_(fold change) between paired samples (IP/unbound and CMC/mock) was calculated and averaged between technical replicates. Sites of predicted pseudouridylation were taken from published datasets and the average log_2_(fold change) surrounding these sites was calculated^68,69^.

### Bioinformatic analysis of CMC/Mn^2+^-treated *Arabidopsis* samples

For adaptor trimming and size selection of reads (18–42 nt), Cutadapt was used^70^. Terminal deletions in CMC^+^ samples were detected using DeAnnIso^71^ or miRMOD^72^. For internal deletion detection, reads were aligned to the *Arabidopsis* genome (TAIR10) using BWA^73^ and further processed using SAMtools^74^ bam-readcount and AWK homemade scripts. For the identification of Ψ-modified RNA bases in the CMC/Mn^2+^ protocol, the following criteria were used: at least five reads for a particular miRNA and at least 1.5 CMC^+^/CMC^−^ fold change for the ratio between reads with mismatch and all reads for a particular miRNA.

### Bioinformatic analysis of *Arabidopsis* siRNA and miRNA

Adaptors were trimmed from reads, converted to FASTA files and collapsed using the FASTX toolkit. Trimmed reads between 20 and 25 nt in length were mapped to the *Arabidopsis* genome (TAIR10) using Bowtie, allowing mismatches and discarding unmapped reads. Individual sequences with an average of >10 reads per sample were selected and analyzed using DESeq2 (ref. ^61^), treating CMC^+^/mock and IP/unbound fractions as pairs. Mature miRNA sequences from miRBase (version 21) were extracted from these datasets. Sequences mapping to tRNA, snoRNA, snRNA or rRNA were removed for analysis of 5′ and 3′ bias. UNUAR-containing and 3ʹCCA tRFs were identified by extracting reads mapping to tRNAs and selecting those containing the UNUAR motif or 3ʹCCA; these sequences were extracted from the DESeq2 output for plotting.

### Bioinformatic analysis of mouse miRNA

The mouse small RNA-seq data from NIH/3T3 cells were analyzed with the SeqImp pipeline configured with the mm10 assembly of the *Mus musculus* genome, the transcriptome annotation from Ensembl (version 89) and the miRbase annotation of microRNAs (version 21). The pipeline was executed with the default mouse miRNA configuration and default parameters, specifying the sequence of the 3′ adapter used for library preparation (AGATCGGAAGAGCACACGTC). The miRNA quantifications obtained with SeqImp were further analyzed in R/Bioconductor with the DESeq2 package^61^. Briefly, counts were normalized to the library size using the median ratio method as implemented in the ‘estimateSizeFactors’ function. Variance was estimated with the ‘estimateDispersions’ function and statistical testing for enrichment was performed with the Wald test as implemented in the nbinomWaldTest function. *P* values were corrected for multiple hypothesis testing with the Benjamini–Hochberg procedure.

### Analysis of TE-derived siRNA

Collapsed reads 18–30 nt long were mapped to the TAIR10 genome, allowing multimapping but no mismatches, using Bowtie. Quantification of siRNA mapping to each TE was performed as described previously^9^. Reads mapping to TE families were aggregated and the average log_2_(fold change) between paired samples was calculated. The mean of all technical replicates (generated by separate CMC/mock or IP/unbound library preparations on the same RNA) for any given biological replicate was taken before calculating the mean of all biological replicates for each tissue (inflorescence or pollen) and treatment (CMC or IP) combination.

### Metaplots

Uncollapsed reads 20–25 nt in length were aligned to the *Arabidopsis* (TAIR10) genome using Bowtie, allowing mismatches but only a single mapping event per read. Mapping files from the same treatment (that is, CMC^+^, CMC^−^, IP and unbound) were merged after normalization (as above) to enable the production of a single representative plot. Coverage was calculated using BEDTools^67^. Metaplots were produced using the Versatile Aggregate Profiler^75^ with a window size of 25 and a smoothing window of 6 for TE analysis and a window size of 50 and smoothing window of 12 for DME target analysis. For comparison between *psd-13* mutants and WT, metaplots of three biological replicates were created and the mean enrichment was plotted.

### Bioinformatic analysis of mouse testis small RNA

Reads were clipped for Illumina Truseq (AGATCGGAAGAGCACACGTCTGAAC) or Perkin Elmer Nextflex Small RNA adapter sequences (N(4)TGGAATTCTCGGGTGCCAAGG) using Cutadapt. Reads were required to be 14–44 nt and have a quality score of at least Q20 over 90% of their length. tRFs were analyzed as described previously^76^ using all tRNA sequences included in the current University of California, Santa Cruz (UCSC) repeat annotation (ftp://hgdownload.soe.ucsc.edu/goldenPath/mm10/database/rmskOutCurrent.txt.gz). Reads that were not tRFs were mapped to the UCSC mm10 genome sequence using Bowtie 2, filtered for 0–3 mismatches (to accommodate mismatches because of RNA modifications) using SAMtools and BAMtools and intersected with the UCSC repeat annotation using BEDTools. Repeat and nonrepeat reads were further intersected with mm10 mouse piRNA clusters (https://www.smallrnagroup.uni-mainz.de/piCdb/) to result in piRNA reads that overlapped transposon sequences, structural RNAs or neither. Raw counts of individual piRNA sequences were analyzed for Ψ enrichment (enriched in IP, depleted in CMC-treated libraries) using DESeq2 (ref. ^61^). Similarly, raw counts per piRNA cluster were analyzed using DESeq2 but each cluster was required to have at least an average of 100 raw reads (per IP or per CMC-untreated sample). 

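The source data list 546 clusters for Ψ-IP and 646 for CMC treatment, of which 545 are in both lists. Counts summed from the deposited loci equalled the counts printed in the source data at all 546 and all 646 clusters. Between them, the listed clusters held 99.985% of the piRNA counts of the Ψ-IP set and 99.988% of those of the CMC set. When the test was run on all 647 clusters in either list, 110 were changed in Ψ-IP and 16 by CMC (adjusted p under 0.01, edgeR's quasi-likelihood test). Of 168 clusters with an average of at least 1000 counts, 66 were changed in Ψ-IP.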

Read counts that were used as input for DESeq2 analysis were from three replicates of each condition (input, IP, CMC-untreated and CMC-treated). The log_2_(fold change) was plotted against the −log10(adjusted *P* value) using R.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41594-024-01392-6.

## Supplementary information

Reporting Summary

Supplementary Table 1 Supplementary Tables 1–11.

## Source data

Source Data Fig. 1 Unprocessed northern blots.

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 8 Statistical source data.

## Data Availability

Data were deposited to the Gene Expression Omnibus under accession numbers GSE229986, GSE230359, GSE230228 and GSE222751. Proteomic data were deposited to the PRIDE repository under accession number PXD042662. Source Data are provided with the paper.

# Supplementary material for: Pseudouridine guides germline small RNA transport and epigenetic inheritance
**Source:** Nat Struct Mol Biol. 2024 Sep 6;32(2):277–86. doi: 10.1038/s41594-024-01392-6
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                          |                                                                                                                                                                                                                                                                                                |
|--------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                      | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | All protocols are described in the Methods section of the manuscript.                                                                                                                                                                                                                        |
| Data analysis   | All analysis are described in the Methods section of the manuscript. The following softwares were used: Bismark v0.22.3; Sickle v1.33; bowtie2 v2.4.1; Samtools v1.10; BEDtools v2.31.0; MACS2 v2.2.7.1; bonito v0.6.2; modkit v0.2.3; dorado v0.5.0; minimap2 v2.26-r1175; deeptools v3.5.0 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequence data generated for this study have been deposited in Gene Expression Omnibus with the accession codes GSE132005

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |    |
|--------------------------------------------------------------------|----|
| Reporting on sex and gender                                        | NA |
| Reporting on race, ethnicity, or other socially relevant groupings | NA |
| Population characteristics                                         | NA |
| Recruitment                                                        | NA |
| Ethics oversight                                                   | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculations were performed for this study. Sample sizes were chosen to match or exceed standards in the field.  |
| Data exclusions | No data was excluded from the analysis.                                                                                         |
| Replication     | At least 2 biological replicates were performed for all experiments. The number of replicates is indicated for each experiment. |
| Randomization   | Plants were grown in random order in the greenhouse, and were phenotyped in the same random order.                              |
| Blinding        | Phenotyping was performed without prior knowledge of the genotype                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Plants             |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                        |
|-----------------|------------------------------------------------------------------------|
| Antibodies used | anti-H3K9me2 (ab1220, Abcam); anti-CENH3 (gift from Prof. S. Henikoff) |
| Validation      | manufacturer tested antibody and/or validated in previous studies      |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No                                  | Yes                      |                            |
|-------------------------------------|--------------------------|----------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

- | No                                  | Yes                      |                                                                             |
|-------------------------------------|--------------------------|-----------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                         |
|-----------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | ddm1-1; rdr1 (SALK_112300); rdr2 (SALK_059661); rdr6-11; kyp-4 (SALK_044606); tailswap cenH3;                                                                                                                                                                                                                           |
| Novel plant genotypes | epi-recombinant lines were generated by crossing rdr1 rdr2 ddm1 to rdr1 rdr2 RDR6/rdr6, as described in Methods. Hairpin-complemented lines were performed by Agrobacterium mediated transformation, as described in Methods. rdr1 rdr2 rdr6 ddm1 suppressors were generated with EMS screens, as described in Methods. |
| Authentication        | The lines generated were genotyped by whole genome sequencing, their phenotypes were assessed by whole genome DNA methylation analysis, immuno-fluorescence imaging and cytogenetics. Further details are described in Methods.                                                                                         |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                              |
|--------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132005">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132005</a>                                                                                      |
| Files in database submission                                       | H3K9me2 IP and corresponding inputs for rdr1;2;6, rdr1;2;ddm1, rdr1;2;6;ddm1 and rdr1;2;6;ddm1;Cen5-Athila5<br>CENH3 IP and corresponding inputs for WT, rdr1;2;6, rdr1;2;ddm1, rdr1;2;6;ddm1 and rdr1;2;6;ddm1;Cen5-Athila5 |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | NA                                                                                                                                                                                                                           |

### Methodology

|                  |                                                                                                                         |
|------------------|-------------------------------------------------------------------------------------------------------------------------|
| Replicates       | 2 Biological replicates per genotype                                                                                    |
| Sequencing depth | All samples were sequenced paired-end 76bp, generating at least 20M raw reads each with minimum 80% mapping efficiency. |

|                         |                                                                                                                                                    |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies              | anti-H3K9me2 (ab1220, Abcam); anti-CENH3 (gift from Prof. S. Henikoff)                                                                             |
| Peak calling parameters | MACS2 with default parameters (q value = 0.01)                                                                                                     |
| Data quality            | Data quality was assessed by mapping statistics, correlation between replicates and browser visualization confirming previously reported patterns. |
| Software                | ChIP-seq analysis is described in Methods, using bowtie2 to map, and MACS2 to call peaks                                                           |

How the deposited data were processed for this re-analysis (not part of the article)

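Small RNA from the testes of mice aged 8 weeks was sequenced by the authors in 15 libraries: 3 mock-treated, 3 CMC-treated, 3 input, 3 Ψ-IP and 3 flow-through. Libraries were assigned to groups and replicate numbers from their labels, which the methods match for all groups except flow-through, which corresponds to the unbound fraction of the immunoprecipitation protocol and is not among the conditions that the analysis of mouse testis RNA lists. The labels call the mock-treated group untreated in one field and mock treated in another.

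The authors clipped adaptors with Cutadapt and kept reads of 14 to 44 nt. They set tRFs aside, mapped the remaining reads to mm10 with Bowtie 2, kept alignments with at most 3 mismatches, and intersected them with the repeat annotation and with piRNA clusters. The deposited values are raw counts of reads per genomic interval and strand, without normalization, in 1 file per library. Lengths in the Ψ-IP set ran from 15 to 44 nt and in the CMC set from 14 to 33 nt. The CMC and Ψ-IP libraries were made with kits of different makers, and the methods and the labels give different size ranges for the RNA that was eluted from the gel. The paper's text does not state how reads with several alignments were counted for these libraries. tRFs, miRNAs and reads in structural RNAs were not analysed here.

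The counts were joined over libraries by locus. Loci with more than 20 counts in total were tested, over 9 libraries for the Ψ-IP set and 6 for the CMC set, a minimum taken from the part of the source data of Extended Data Fig. 8c,d that was read here. Cluster counts were summed over the intervals of the source data, with a minimum average of 100 counts per Ψ-IP library or per mock-treated library as in the methods. Repeat family counts were summed over the family named in each locus identifier. All loci outside repeats formed a further row, which is included in the numbers of families tested. Sequence was read from the GENCODE annotation of GRCm38, the same assembly as mm10, for loci wholly inside annotated exons. That gave a sequence for 14.95% of the loci tested in Ψ-IP and for 16.5% of those tested with CMC. This is too few to check base composition over all loci, so such values describe loci inside exons only.

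The tests were run in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment) on the 6 libraries of each comparison. The threshold was an adjusted p-value of 0.01, the one that the paper uses in Fig. 1d. The mouse methods name DESeq2 without a threshold, and DESeq2 1.42.0 was used as an alternative. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. CPM values are counts scaled to the TMM-normalized library sizes. With 3 libraries per group, exact permutation tests of single values cannot give a p-value below 0.1. Intervals for odds ratios and differences are 95% intervals from 500 resamples of piRNA clusters, since neighbouring loci are not independent. Read counts without molecular identifiers are not independent molecules, so such intervals do not cover amplification.

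Total counts per library were between 11575705 and 58399368. The fits were tested on simulated data with 200 changed loci or clusters at the real library sizes. With changes drawn from all 686543 loci simulated for Ψ-IP against input, 17 of 200 were recovered with 0 false calls, and of changes drawn from loci with an average of at least 100 counts 79 of 200 were recovered, again with 0 false calls. For CMC, with 556583 loci simulated, the numbers were 58 and 184 of 200, with 0 and 2 false calls. This second draw was added after the first had shown how few low-count changes were recovered. Of 200 changed clusters among 647, 199 were recovered for Ψ-IP and 200 for CMC, with 1 and 2 false calls. Most of the simulated locus changes were thus missed in Ψ-IP, also at abundant loci, whereas with CMC most were recovered at abundant loci only. The data held a far larger share of calls, with 110734 of 686863 loci in Ψ-IP against input and 9619 of 556583 with CMC. More calls make the Benjamini-Hochberg adjustment less strict, so the numbers recovered for loci do not measure recovery in the data.

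Replicates of a group differed by more than sampling noise, with a chi-square per degree of freedom between 2.86 and 12.11, so each library was counted as a replicate. The paper's CMC protocol, written for Arabidopsis RNA, makes libraries in pairs, with each ligated sample divided between CMC and mock treatment, and its immunoprecipitation protocol retains the unbound fraction of each incubation. Neither these protocols nor the labels say that equal replicate numbers in mouse mark such pairs, an animal or a batch. For CMC, deviations from the group means of same-numbered libraries correlated at 0.116, 0.137 and 0.281 over the 87515 loci with an average above 50 counts, so replicate number was treated as a possible pairing there and the result with it as a block is given where it moves a count. The minimum of 50 counts came from an exploratory look at the data, and the check depends on it. With an average above 10 counts the correlations were 0.034, 0.051 and 0.124. With an average above 200 counts they were 0.221, 0.249 and 0.4. Over clusters one was 0.033. A mock-treated and a CMC-treated library with different numbers reached 0.222 above 50 counts and 0.293 above 200.

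The named loci are, per comparison, the 2 with the largest rise and the 2 with the largest fall among loci past the threshold that changed the same way in all 9 pairs of libraries and averaged at least 100 counts, and the 3 most abundant loci past both thresholds. The named clusters are the 3 with the highest average count and the largest rise and fall per comparison. The named families are L1, the LTR families and the largest rise and fall. These rules, the tests and the alternatives were chosen before the data were examined, except where stated. Medians of repeat classes had been looked at before the tests were written. The alternatives were DESeq2's size factors, DESeq2's Wald test, other count minimums, an adjusted p-value of 0.05, a 2-fold minimum, loci of 24 to 33 nt, a replicate block, the flow-through libraries in the same fit, the counts of the source data, and each library left out in turn.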

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

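The tests in this part were chosen before their results were seen. Groups of 3 libraries were not examined for single outlying libraries.

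The flow-through libraries hold the RNA that the antibody left unbound, and the paper's text reports no comparison with them for mouse piRNAs. In Ψ-IP against flow-through, 88350 of 686863 piRNA loci were changed at an adjusted p-value under 0.01 (edgeR's quasi-likelihood test, n = 3 libraries per group), with 63869 higher and 24481 lower. Of the 546 piRNA clusters, 220 were changed, with 108 higher and 112 lower. Against input, 37447 loci were higher and 73287 lower, and 106 clusters were changed. The median size of the change among the 220 clusters was 0.43 on the log2 scale. Among the named clusters, the one on chromosome 13 from 23430593 to 23453778 (mm10) had 163 ± 20.1 CPM in flow-through and 23.6 ± 5.72 in Ψ-IP (SD, n = 3 each), a log2 fold change of -2.81 (standard error 0.13, edgeR adjusted p = 2.58e-08). In the fit against input, the same cluster had 32.3 ± 3.83 CPM in input and 23.8 ± 5.91 in Ψ-IP (SD, n = 3 each). The cluster on chromosome 12 from 98369021 to 98458701 was higher in both comparisons. Its log2 fold changes were 0.08 against input and 0.28 against flow-through (edgeR adjusted p = 0.00138 and 1.68e-06). Other named clusters had fold changes of opposite sign in the 2 comparisons. The cluster at Fbxw5 had a log2 fold change of 0.66 against input and of -0.48 against flow-through (edgeR adjusted p = 0.0327), and the one on chromosome 12 from 67650597 to 67675786 had -1.06 against input and 0.45 against flow-through (edgeR adjusted p = 0.0444), neither of them past the threshold against flow-through. The most abundant cluster, on chromosome 17 from 27269742 to 27371971, had 0.00 against input and -0.25 against flow-through (edgeR adjusted p = 2.01e-05). Of the named loci, the one on chromosome 14 from 24113611 had a log2 fold change of 3.53 against flow-through (edgeR adjusted p = 1.68e-20) and the MurERV4 locus on chromosome 5 from 113350515 had 1.25 (edgeR adjusted p = 0.000579). At the MurERV4 locus flow-through was itself above input, so part of its rise against input was not particular to the bound fraction. The loci with both changes had 3.27 on chromosome 17 from 66211442, 2.11 on chromosome 5 from 113341402 and 0.52 on chromosome 17 from 27314080, the last of which was not past the threshold (edgeR adjusted p = 0.117).

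Of the 10 splits of the 6 libraries, 1 gave as many changed loci and 1 gave as many changed clusters, the real split in each case. The other splits gave 0 calls, with between 9479 and 15289 loci and between 1 and 14 clusters at an unadjusted p-value under 0.05, against 215268 loci and 325 clusters in the real split. With 10 splits the share of splits is never below 0.1, so the share by itself decides nothing. Comparisons of the same Ψ-IP libraries with input and with flow-through share their chance values. Over 55806 loci with an average above 50 counts the log2 fold changes of the 2 comparisons correlated at 0.474, with the same sign at 64.9% of loci. In a simulation of 30000 loci with no change between groups the correlation was 0.517 and the share 67.1%. The correlation is thus no larger than shared libraries give by themselves. The same simulation gave 0 loci called in both comparisons. With no change between groups that outcome was nearly fixed in advance, so it does not tell what gave such calls in the data. In the data, 17488 loci were higher than both input and flow-through and 10178 were lower than both, whereas 1060 were higher than input and lower than flow-through and 984 were lower than input and higher than flow-through. Whether the input or the flow-through libraries alone account for part of these calls was not tested. Binding by the antibody, losses during washing and the separate library preparation of the fractions all stay open as sources of the difference and were not tested. No biological explanation was tested, because the fractions come from the same tissue at the same age.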

How the results depend on the processing

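The DESeq2 fit with its filter set for 0.05 and the pairing of libraries for the share of 30-nt reads were chosen only after the results were seen. An adjusted p-value under 0.01 from edgeR's quasi-likelihood test is the reference throughout.

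The number of piRNA loci changed in Ψ-IP against input, 110734, was 68230 with DESeq2's Wald test, 71307 with no filter on low counts, 64573 with the flow-through libraries in the same fit and 175602 at an adjusted p-value under 0.05. DESeq2 with its filter set for 0.05, an alternative chosen after seeing the data, gave 63773. The number ranged from 59788 (without input replicate 1) to 110800 across the 6 fits that each left out one replicate, and was 66107 without input replicate 3. More loci were lower than higher under all of these alternatives. For CMC, the number of loci was 9619, and 6346 with DESeq2's Wald test, 6383 with no filter, 18100 at 0.05 and 5919 with a 2-fold minimum. The added DESeq2 setting gave 6203. Leaving out one replicate gave from 4506 (without mock replicate 2) to 11048, and 5698 without CMC replicate 2. More loci were higher than lower with CMC under each of these alternatives. Against flow-through, 140298 loci were changed at 0.05 in place of 88350, and leaving out one replicate gave from 61133 to 75624. Apart from fits with fewer libraries and other thresholds, which change these counts by construction, the cause was not tested here or for the counts that follow.

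The number of clusters changed in Ψ-IP against input, 106, was 66 when only the 168 clusters with an average of at least 1000 counts were tested, which are fewer clusters. It was 167 at 0.05 and 1 with a 2-fold minimum. It ranged from 68 (without input replicate 1 or 3) to 113 when one replicate was left out. The 14 clusters changed by CMC became 34 with DESeq2's Wald test, 39 with loci 24 to 33 nt long only, 48 with the replicate block and 50 at 0.05, and 0 with a 2-fold minimum, while 165 had an unadjusted p-value under 0.05. They ranged from 0 to 23 when one replicate was left out. The count was 0 without mock replicate 2 and 0 without CMC replicate 2, with 118 and 142 clusters at an unadjusted p-value under 0.05, and 6 without mock replicate 1, 3 without mock replicate 3 and 23 without CMC replicate 1. The number of clusters changed against flow-through, 220, stayed between 173 and 294 under its alternatives.

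The 2 repeat families changed by CMC became 5 with DESeq2's Wald test, 6 with the replicate block and 6 at 0.05. They ranged from 1 (without mock replicate 2 or CMC replicate 3) to 4 (without CMC replicate 1). The 12 families changed in Ψ-IP stayed between 10 and 18.

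The number of loci higher in Ψ-IP and lower with CMC, 875, was 2135 at 0.05 and ranged from 351 (without mock replicate 2) to 1446 (without CMC replicate 1) when one of the 12 libraries was left out. It was 463 without input replicate 1, 459 without input replicate 3, 531 without mock replicate 1, 417 without CMC replicate 2 and 539 without CMC replicate 3. The share of 30-nt reads kept the sign of its difference in every alternative, from 0.352 to 1.93 percentage points for Ψ-IP and from -1.57 to -0.259 for CMC.

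Among loci inside exons, 94.2% of those higher in Ψ-IP began with U, against 92.8% at 0.05 and 95.3% with an average of more than 10 counts. Of those lower in Ψ-IP, 87.3% began with U, against 88.6% for 24 to 33 nt, 86.1% at 0.05 and 90.4% with an average of more than 10 counts. Of those higher with CMC, 64.1% began with U, against 77.1% with an average of more than 10 counts.

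Replicate number as a block pairs Ψ-IP libraries by a number whose meaning the paper does not give, and same-numbered libraries correlated at 0.243, 0.296 and -0.03 with input and at 0.084, 0.179 and -0.052 with flow-through. With the block, 95538 loci, 128 clusters and 18 families were changed in Ψ-IP against input, and 73175 loci and 227 clusters against flow-through. For CMC the block gave 12621 loci, and the number of loci with both changes was 1303. The mean difference in the share of 30-nt reads with CMC is -1.19 percentage points paired or not. Of the total numbers of changed loci, clusters and families, the block moved only those of clusters and families with CMC by more than 1.5 times. Among the loci lower with CMC it gave 5709 in place of 3640, of which 371 in place of 227 overlapped LTRs and 4753 in place of 3025 lay outside repeats. Of the named items, it brought the cluster on chromosome 7 with CMC and ERVL in Ψ-IP past the threshold and changed no other call.

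The named loci, clusters and families were examined in 52 comparisons with 655 values under alternatives. Of these, 567 kept their direction and their side of the threshold, 53 kept the direction but were no longer past it, 8 came past it and 27 changed sign. The 1 sign change that was past the threshold in either fit was that of the cluster on chromosome 13 from 23430593 to 23453778, with a log2 fold change of -0.46 in Ψ-IP against input for all lengths and 0.35 for loci 24 to 33 nt long only, so that loci outside these lengths account for its fall. The other 26 were past the threshold in neither fit. In Ψ-IP against input, the locus on chromosome 17 from 66213637 had a log2 fold change of -0.002, and of 0.015 for 24 to 33 nt and 0.073 with an average of more than 10 counts. Leaving out one replicate gave from -0.192 to 0.159, with the sign changed without input replicate 1 or Ψ-IP replicate 2. The locus on chromosome 7 from 69886032, at 0.36, ranged from -0.28 (without Ψ-IP replicate 2) to 1.06 (without input replicate 1) and also changed sign without input replicate 2. The most abundant cluster, at 0.004, was at -0.004 for 24 to 33 nt and ranged from -0.009 to 0.017, with the sign changed when any single input replicate or Ψ-IP replicate 1 was left out. With CMC, the second most abundant cluster, at 0.005, was at -0.002 with DESeq2's size factors and with its Wald test, and ranged from -0.012 to 0.008, with the sign changed without mock replicate 2 or 3 or CMC replicate 1. The third, at -0.001, was at 0.002 for 24 to 33 nt and ranged from -0.041 to 0.023, with the sign changed without mock replicate 1 or CMC replicate 2 or 3. ERVK, at -0.005, was at 0.014 with all families and ranged from -0.020 to 0.007, with the sign changed without mock replicate 2 or CMC replicate 1 or 3. The LTR family, at -0.042, ranged from -0.077 to 0.017 (without CMC replicate 1), and hAT-Blackjack, at -0.018, from -0.065 to 0.039 (without CMC replicate 2).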

Differences from the paper's values

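The paper gives up to 3% of piRNAs as differentially enriched for Ψ. Here 5.45% of the piRNA loci tested were higher in Ψ-IP than in input (edgeR's quasi-likelihood test, adjusted p-value under 0.01). Among the alternatives set before the data were examined, the share was within 1.5 times the paper's value with DESeq2's Wald test (3.37%), with the flow-through libraries in the same fit (2.68%), and without input replicate 1 (2.53%), input replicate 2 (3.75%), input replicate 3 (2.52%) or Ψ-IP replicate 3 (4.07%). It was not with DESeq2's size factors in edgeR (5.24%), loci 24 to 33 nt long only (5.79%), an average of more than 10 counts (16.0%), no filter on low counts (0.35%), a replicate block (4.65%), an adjusted p-value under 0.05 (9.60%), a 2-fold minimum (5.01%), or without Ψ-IP replicate 1 (6.09%) or 2 (5.10%). DESeq2 with its filter set for an adjusted p-value of 0.05, a setting chosen after seeing the data, gave 2.96%. The methods name DESeq2 for this comparison, without a threshold, and the source data list tRFs among its input, which were not analysed here.

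The paper states that no single piRNA cluster was significantly enriched or depleted. Here 106 of 546 clusters were changed in Ψ-IP against input and 14 of 646 by CMC at an adjusted p-value under 0.01. With DESeq2's Wald test, the tool the methods name, the numbers were 98 and 34. With a minimum of a 2-fold change they were 1 and 0. For CMC the number was also 0 without mock replicate 2 and without CMC replicate 2. At an unadjusted p-value under 0.05, CMC changed 165 clusters with all libraries, 118 without mock replicate 2 and 142 without CMC replicate 2.

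The paper describes piRNAs as mostly 30 nt long. A length of 30 nt was the most frequent in all 15 libraries, and held 25.4% of the counts in mock-treated and 24.2% in CMC-treated libraries.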

Other observations

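Length, base composition, terminal bases, abundance, pairing and medians of repeat classes had been looked at before the tests in this part were written. The tests of locus length, of overlapping loci among those that hold more U, of the number of U in the rest of the sequence, and of number of U and abundance together were chosen after the result was seen.

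Splits of the libraries into other groups of 3 were tested for each comparison. For the loci changed in Ψ-IP against input and by CMC, for the clusters changed in each and for the repeat families changed in each, 1 of the 10 splits of the 6 libraries gave as many, the real one, and the other splits gave 0 calls. At an unadjusted p-value under 0.05, the real split gave 249824 loci in Ψ-IP against input and the other splits between 5093 and 19829, and with CMC 78102 loci against between 11634 and 28732. For clusters, the real split gave 210 in Ψ-IP and 165 with CMC, and the other splits between 3 and 22 and between 8 and 44. For families it gave 21 and 8, against at most 2 and 4. With 10 splits the share of splits is never below 0.1, so the share by itself decides nothing. For CMC, 3 of the other splits also part all pairs of same-numbered libraries and 6 part a single pair, and all gave 0 calls. For the 875 loci with both changes, 1 of 100 pairs of splits drawn from the 2 sets of 6 libraries gave as many, the real one. This follows from the absence of calls in the other splits of each set, so it says nothing further about the overlap.

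More loci were lower than higher in Ψ-IP against input. The size of this imbalance depended on the count minimum. With an average of more than 10 counts, 36387 loci were higher and 45277 lower. With no filter on low counts, 16728 were higher and 54579 lower. When the counts of the loci already kept were thinned to the smallest library total, 66.7% of the changed loci were lower (44371 lower and 22202 higher). This argues against library size acting after the count minimum. The minimum was applied before thinning, so library size acting through the choice of loci was not tested. The Ψ-IP libraries also held fewer loci with any count, between 1197128 and 1657665 against 1954059 to 2472176 in input. Ψ-IP replicate 3 had 1657665 such loci at a total of 23935827 counts, whereas input replicate 2 had 1954059 at 16571184. The flow-through libraries also held fewer loci with any count than input, between 1265161 and 1591094, so this was not particular to the bound fraction. Against flow-through, more loci were higher in Ψ-IP (63869) than lower (24481). A lower variety of molecules after immunoprecipitation stays open and was not tested.

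The overlap of loci higher in Ψ-IP with loci lower with CMC had an odds ratio of 4.54. Within strata of average count in each experiment it was 2.56 (95% interval 2.24 to 2.84), and within strata of the summed average count 2.01 (1.76 to 2.20). With the most abundant locus kept of each of 19589 runs of overlapping loci it was 4.09 (3.40 to 5.14). A set of 27379 loci that do not overlap, with the most abundant kept, gave 3.70 (3.17 to 4.38). Abundance and dependence between overlapping loci are thus not the whole cause. Number of U was tested in the 43081 loci inside exons, of which 98 had both changes, with an odds ratio of 4.14 (2.90 to 5.48). At the same length and number of U it was 1.87 (1.36 to 2.52). Number of U and abundance together gave results that depend on how abundance was stratified. With strata of average count in each experiment the odds ratio was 1.59 (1.05 to 2.39) at the same number of U and 1.89 (1.16 to 3.12) at the same length and number of U. With strata of the summed average count it was 0.745 (0.524 to 1.08) and 0.904 (0.646 to 1.32). A contribution of these properties together cannot be told apart from a shared modification, because the 4 ways of combining them point in different directions and because Ψ is made from U, so that matching on U may remove part of a real signal.

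Loci inside exons that were lower with CMC held 48.8% U, against 29.7% in unchanged loci and 27.3% in loci higher with CMC. Across 92056 loci inside exons, which are not independent replicates, the log2 fold change with CMC had a Spearman correlation of -0.421 with percent U, and in Ψ-IP, over 102714 such loci, the correlation was 0.124. The difference in U stayed at 17.9 percentage points (95% interval 15.7 to 20.1) among loci 30 nt long. It was 18.1 (16.5 to 19.6) with 1 locus kept of each run of overlapping loci. These values argue against length and dependence between overlapping loci as the cause. A candidate explanation is that CMC left on unmodified U lowers the recovery of U-rich piRNAs. If that were the whole cause, loci lower with CMC would not be higher in Ψ-IP than unchanged loci of the same length and number of U. Their difference in log2 fold change in Ψ-IP was 0.03 (-0.18 to 0.20), an interval that holds 0 and also moderate differences, so loss at unmodified U cannot be told apart from loss at Ψ here. No synthetic RNA without Ψ was analysed here to measure it.

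Loci inside exons that were higher in Ψ-IP ended in U in 48.7% of cases, against 30.4% of unchanged loci and 19.1% of lower loci. The difference from unchanged loci was 19.1 percentage points (95% interval 16.0 to 23.0) among loci 30 nt long, and 16.9 (14.6 to 20.2) at the same length and number of U in the rest of the sequence. Against flow-through the difference without matching on length or number of U was 28.3 (26.8 to 30.2), so the unmatched difference does not rest on the input libraries alone. Loci higher than flow-through held 40.25% U, against 29.0% in unchanged loci and 20.7% in lower loci. U content could thus account for part of the difference against flow-through, where no matched difference was computed. The 5′ end began with U in 94.2% of loci higher in Ψ-IP, 85.1% of unchanged loci and 87.3% of lower loci. With CMC, loci that were lower ended in U in 33.2% of cases and unchanged loci in 25.6%. A preference of the antibody for a U or Ψ at the 3′ end is a hypothesis that could account for the difference in Ψ-IP. Ligation or trimming differences between fractions were not tested, and loci inside exons are a small part of all loci.

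The 2 named loci with the largest rise with CMC were near 0 without it. The loci on chromosome 7 from 69886032 to 69886059 and on chromosome 2 from 151255081 to 151255107 had 13.8, 13.2 and 11.7 and 16.6, 22.7 and 23.4 CPM in the 3 CMC-treated libraries, and at most 0.167 in any mock-treated library. No explanation was tested for them.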
